# Comparisons of Anatomical Characteristics and Transcriptomic Differences between Heterografts and Homografts in *Pyrus* L.

**DOI:** 10.3390/plants11050580

**Published:** 2022-02-22

**Authors:** Piyu Ji, Chenglin Liang, Yingjie Yang, Ran Wang, Yue Wang, Meitong Yuan, Zhiyun Qiu, Yuanyuan Cheng, Jianlong Liu, Dingli Li

**Keywords:** pear, grafting, graft union, RNA sequencing, β-glucosidase

## Abstract

Pear (*Pyrus* L.) is an important temperate fruit worldwide, and grafting is widely used in pear vegetative propagation. However, the mechanisms of graft healing or incompatibility remain poorly understood in *Pyrus*. To study the differences in graft healing in *Pyrus*, the homograft “Qingzhen D1/Qingzhen D1” and the heterograft “QAUP-1/Qingzhen D1” as compatibility and incompatibility combinations were compared. Anatomical differences indicated the healing process was faster in homografts than in heterografts. During the healing process, four critical stages in graft union formation were identified in the two types of grafts. The expression of the genes associated with hormone signaling (auxin and cytokinins), and lignin biosynthesis was delayed in the healing process of heterografts. In addition, the *PbBglu13* gene, encoded β-glucosidase, was more highly up-regulated in heterografts than in homografts to promote healing. Meanwhile, the most of DEGs related starch and sucrose metabolism were found to be up-regulated in heterografts; those results indicated that cellulose and sugar signals were also involved in graft healing. The results of this study improved the understanding of the differences in the mechanisms of graft healing between homografts and heterografts.

## 1. Introduction

Pear is one of the most important deciduous fruit crops worldwide, and it has been cultivated for 2000 years in the world [1]. Grafting is the main methods of pear vegetative propagation, by mixing the characteristics of rootstock and scion, and then the graft plants can achieve a stronger tolerance or resistance to biotic or abiotic stresses, dwarfing traits, and a higher yield [2,3]. However, the process and molecular mechanism of graft healing remain poorly understood.

The process of graft healing mainly includes callus formation, cambium connection and differentiation, and establishing a connection between the xylem and vascular bundle [4]. After grafting, ruptured cells collapse and adhere to opposing tissue at the graft junction, where a mass of pluripotent cells called the callus are formed [5]. The callus is formed on both sides of the junction until the grafted tissues join, and then the plasmodesmata bridges the junction and ultimately reconstruct vascular bundles [6]. Although there might be great differences in grafting between different species, the connective tissue between rootstock and scion is the basis of successful grafting [7]. However, grafting incompatibility often occurs in heterografts, leading to low rates of survival, abnormal growth, and physiological disorders [8,9,10,11,12,13,14,15]. Graft incompatibility occurs in a variety of horticultural species. When cucumber is grafted onto incompatible pumpkin rootstocks, its necrotic layer disappears later than when grafted onto compatible rootstocks [15,16,17]. When *Arabidopsis* is grafted onto cabbage, radish, and tobacco, although callus forms at the graft junction, there is a few complete vascular bundles [14,18]. Meanwhile, heterografts and homografts are usually used as a model system to determine incompatible and compatible combinations of graft union [19,20]. In litchi, vascular bundles of heterografts reconnect normally in the early stage, but in the later stage, gaps formation can be observed [19,21]. When pepper and tomato are grafted, parenchymatous callus forms at the junctions of compatible and incompatible combinations, but in the incompatible combinations, abnormal vascular tissue and xylem discontinuity are observed [20]. 

The process of graft healing involves complex signal transduction and material accumulation. Plant hormones, including auxins, cytokinins (CKs), ethylene, gibberellins, and jasmonic acid, are important in growth and development and also in the graft healing process, in which they affect cell division and differentiation, wound healing, and vascular formation [22,23]. Auxin activates *ALF4* and *AXR1* in order to promote graft formation, and auxin appears to be the primary regulator of vascular cell differentiation [24]. Other plant hormones such as cytokinins and gibberellins interact with auxin biosynthesis via transport and signaling pathways, and thereby also function in the graft healing process [25]. In previous studies, some genes related hormone synthesis and signal transduction were identified, and the expression patterns of those genes were different in the healing process of different grafting combinations. The genes related plant hormone synthesis and signal transduction respond faster in homografts or compatible combinations [15,20,21]. During plant growth and development, lignin, cellulose, and hemicellulose are important substances in cell wall formation [26]. Following the completion of cell elongation, hemicellulose and lignin are deposited in secondary cell walls to increase cell wall strength and thickness [26,27]. Genes associated with lignin and cellulose biosynthesis are up-regulated in graft healing in litchi and pecan [19,28]. In different grafting combinations, lignin content and synthesis related genes show great differences at different stages in the grafting healing process [7,8,19]. Furthermore, sugar also has an important role in graft junction formation, and sugar response, ranging from asymmetric to symmetric, is the main event in graft development [29]. In nonfunctional grafts of tomato, accumulations of starch and soluble sugar also increase in the scion [30]. Several cellular sugar transporters have been identified that affect the graft healing process by participating in sucrose efflux through cell membranes [31,32]. In *Arabidopsis thaliana*, compared with no addition, the addition of sugar to the grafting medium increases the graft success rate and speeds up recovery after grafting [33]. Sugars also promote graft union development in heterografts of cucumber onto pumpkin [16]. Asymmetric accumulation of sugar in rootstock and scion is a more serious problem in incompatible combinations. In the scion of melon grafted onto incompatible rootstocks, starch accumulation increases [11]. In the period of graft union formation, substantial changes occur in cell differentiation and organ regeneration, and there is an even exchange of genetic materials [34,35]. With the development and application of gene sequencing technology in plants, transcriptomic analysis had provided key information about genes associated with vascular connections between rootstock and scion by identifying differentially expressed genes (DEGs) between compatible and incompatible graft combinations [11,36,37].

Grafting has been widely used to enhance the productivity and resilience of fruit corps, but graft healing and incompatibility confine the technique to further utilization. There are few reports in *Pyrus*, so homografts and heterografts as the compatibility and incompatibility combinations were selected here for exploring the mechanisms of graft in *Pyrus*.

## 2. Results

### 2.1. Effects of Homografts and Heterografts on Grafting Junction

Stem diameters of homografted and heterografted one-year-old clonal plants were measured one year after grafting. When other parts of the stem were compared with the stem 4 cm above the grafting junction, the stem diameter ratio of the grafting union in homografts was significantly greater than that in the heterografts (Figure 1a). Analysis of the mineral element contents in different parts of stems after grafting showed that the calcium (Ca) content was higher in the stems at the grafting union in the homografts than in the heterografts, whereas the phosphorus (P), potassium (K), and magnesium (Mg) contents were higher in the stems above the grafting union in the heterografts than in the homografts (Table 1). To measure the binding force between the rootstock and scion in the graft healing process of homografts and heterografts, plantlets of “Qingzhen D1” and “QAUP-1*”* were used as rootstocks and scions, and were micrografted with silicon tubings. The binding force gradually increased and was significantly different between homografts and heterografts at 15 and 30 DAG (Figure 1b), and had a greater binding force; this result suggests that the union in homografts perhaps formed faster than that in heterografts.

### 2.2. Anatomical Observations in the Healing Process of Homografts and Heterografts

To determine differences in the formation of grafting unions, the anatomical structure of homografts and heterografts was examined at 1, 5, 9, 25, and 30 DAG (Figure 2). In the homografts, callus tissue filled the interface spaces between the scion and rootstock at 5 DAG, but in the heterografts, a necrotic layer remained at the graft interface. At 9 DAG, parenchymatous cells close to the graft interface proliferated and began to differentiate. However, at the same stage, callus tissue appeared on the rootstock and scion. At 25 and 30 DAG, new vascular tissues formed to connect the xylem and phloem between the scion and rootstock in the homografts (Figure 2). In heterografts, vascular connection and development were abnormal, and gaps were still observed at 25 and 30 DAG (Figure 2). On the basis of anatomical observations, the homografts had a higher survival rate and a faster healing process than those of the heterografts. The observations indicated that 1, 5, 9, and 30 DAG were the critical stages, which were named the SS (separation of rootstock and scion), CF (callus formation), CD (cambium differentiation), and VC (vascular connection) stages, respectively. 

### 2.3. Comparison of Transcriptional Profiles between Homografts and Heterografts in the Healing Process of Graft Unions

To explore the mechanisms underlying the differences in the healing process between homografts and heterografts, global transcriptional profiles of different stages in the healing process between homografts and heterografts sampled from plantlets of “Qingzhen D1” and “QAUP1” were analyzed. 

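RNA-seq was performed on graft unions of micro-grafted plantlets collected at 1, 5, 9, and 30 DAG. Homografts were “Qingzhen D1” on “Qingzhen D1”, and heterografts were a scion of QAUP-1 on a “Qingzhen D1” rootstock. The sample titles and the methods give this order of scion and rootstock, whereas the description of the deposited series names the heterograft cultivars in the opposite order. Each graft type had 3 libraries per stage, which gave 12 libraries per graft type and 24 in all. The samples were graft unions, in which scion and rootstock RNA were not separated.
The authors aligned the reads to the Pyrus bretschneideri scaffold genome with HISAT2, counted reads per gene with HTSeq, and deposited FPKM values for 42812 genes per library. Because FPKM is a whole number of reads divided by gene length and library size, whole reads could be recovered from the FPKM values, and they were recovered for all 32966 genes above 0 in at least 4 libraries, within a tolerance of 0.02 reads. The recovered reads on genes ranged from 11052717 to 11842688 (median 11367930) in SSS, from 11002387 to 12256638 (median 11443931) in SCF, from 11958577 to 13630152 (median 13261421) in SCD, and from 11597193 to 12127867 (median 11917169) in SVC. In heterografts they ranged from 11392416 to 11637448 (median 11417748) in DSS, from 11812617 to 12071635 (median 12006772) in DCF, from 10374000 to 12599454 (median 11103863) in DCD, and from 10778541 to 13372304 (median 12652957) in DVC.
Heterografts were compared with homografts at each stage in limma with a mean-variance trend, on log2(FPKM + 1). The 26895 genes with an FPKM of at least 1 in at least 3 libraries were tested. All 24 libraries were fitted together with 1 mean per condition. Genes with an absolute log2 fold change above 1 and p below 0.05 were called as DEGs. The methods give these values without stating an adjustment, so unadjusted p values were used, and Benjamini-Hochberg adjusted p values are given beside them. Log2 fold changes are heterograft minus homograft on the log2(FPKM + 1) scale. In an exact permutation test, 3 libraries against 3 cannot give a two-sided p below 0.1. Intervals and limits derived from reads cover counting error only.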

In homografts, there were four critical stages in the healing process, namely SSS, SCF, SCD, and SVC, whereas in heterografts, they were DSS, DCF, DCD, and DVC. Overall, all libraries had good sequencing quality with Q30 exceeding 94.22% (Table S2). 

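The paper's Table S2 lists a Q30 of 94.22% to 94.89% and a share of mapped reads of 74.31% to 77.37% over the 24 libraries. By the paper's values, the median share of mapped reads was 76.125% in the 12 homograft libraries and 76.25% in the 12 heterograft libraries. At CD the shares did not overlap, at 76.02% to 76.2% in homografts and 76.24% to 76.62% in heterografts, and at SS, CF, and VC they did. The median number of genes with an FPKM of at least 1 was 23688 in SSS, 24253 in SCF, 24465 in SCD, and 24583 in SVC. In heterografts it was 24208 in DSS, 24223 in DCF, 24752 in DCD, and 24867 in DVC. The lowest number in a library was 23597, in SSS, and the highest was 24995, in DVC.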

As shown in Figure S1a, heterograft and homograft samples clustered separately in the first clade, and the three replicates for each treatment clustered together in the final clade, indicating that the gene expression profiles for the samples and replicates were highly consistent. 

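Libraries were clustered on the distance 1 − r of log2(FPKM + 1), with average linkage. The first split parted the 6 SS libraries, 3 of SSS and 3 of DSS, from the other 18 libraries, 9 of which were heterografts. The 3 replicates formed a clade of their own in 3 of the 8 conditions. Complete linkage and a Euclidean distance between the columns of r2 values gave the same first split. Over 28 combinations of scale, distance, and linkage, run after Figure S1a was seen, the first split was this one in 17 and parted the graft types in 0. On r2 of FPKM without the log, with complete linkage, none of the 8 conditions (0) had its 3 replicates in a clade of their own.
The nearest library was a replicate of the same condition for 17 of the 24 libraries, a library of the same stage for 20, and a library of the same graft type for 21. The median r2 of log2(FPKM + 1) was 0.959 (0.939 to 0.968) over the 24 pairs of replicates. It was 0.950 (0.911 to 0.960) over the 36 pairs of the same stage and different graft types. Over the 108 pairs of the same graft type and different stages the median was 0.908.
Stage accounted for 48.6% of the summed squares of log2(FPKM + 1) over the tested genes, graft type for 5.96%, their interaction for 12.0%, and differences between replicates for 33.4%. The share of graft type was larger than in most of 100000 permutations of the graft type labels within stages, whose median was 2.40% (permutation test, one-sided p = 0.00035). Without the log the share of graft type was 1.35% (permutation p = 0.162).

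**Figure D1:**
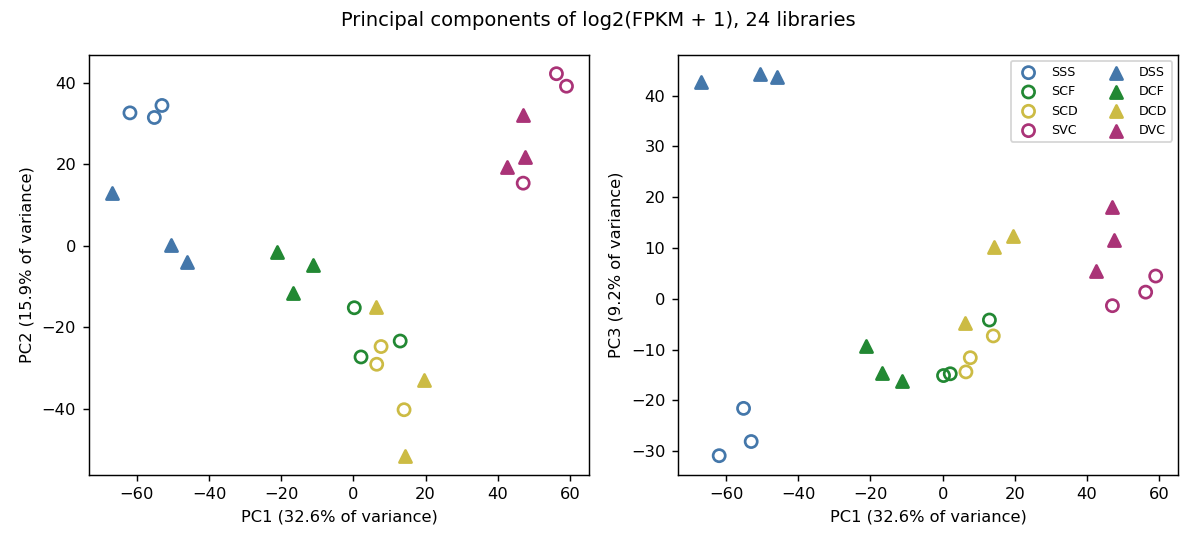
Principal component analysis of log2(FPKM + 1) in the 24 libraries, with each library as a point, the first component (32.6% of the variance) on the x axis and the second (15.9%) on the y axis. The 6 SS libraries lie apart from the other 18.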

We randomly selected 15 genes to analyse in qPCR in order to provide an independent assessment of the reliability of RNA-seq data. 

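Table S1 gives primers for 15 genes by identifier, and all 15 were among the tested genes. The qPCR values were not analysed here, and only the RNA-seq values are given. In DSS vs. SSS, 8 of the 15 genes were higher and 7 were lower in heterografts, with 4 called as up-regulated and 1 as down-regulated. The FPKM of Pbr003641.1 went from 13.4 ± 1.96 in SSS to 57.2 ± 5.63 in DSS (SD, n = 3), a log2 fold change of 2.02, with a limma adjusted p of 7.19e-08. For Pbr015699.1 the FPKM was 40.4 ± 8.47 in SSS and 10.3 ± 2.53 in DSS, a log2 fold change of -1.88 (limma adjusted p = 4.51e-05). The other 3 called genes were Pbr036247.1, with a log2 fold change of 1.75, Pbr015152.1, with 1.48, and Pbr010535.1, with 1.16. Pbr039935.1 was lower in DSS by a log2 fold change of -0.89, short of the threshold. Pbr016210.1 had a log2 fold change of -0.06, and its direction rested on single libraries, since it was 0.14 without SSS replicate 3, 0.04 without DSS replicate 1, and 0.04 without DSS replicate 2. With p values adjusted over the list alone, 8 of the 15 genes passed 0.05 in DSS vs. SSS, beside 6 adjusted over all genes. The 3 libraries of DSS did not overlap those of SSS for 11 of the 15 genes, beside 30.7% of all tested genes, where chance gives 10%. In the other 3 comparisons the log2 fold changes of the 15 genes lay between -0.63 and 0.46.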

The high correlation coefficient (R2 = 0.7088) between qPCR and RNA-seq results indicates that the RNA-seq data were reliable (Figure S1c). A total of 1874 DEGs were identified in the DSS vs. SSS comparison, with 1114 up-regulated and 760 down-regulated; 796 DEGs were identified in the DCF vs. SCF comparison, with 475 up-regulated and 321 down-regulated; 276 DEGs were identified in the DCD vs. SCD comparison, with 190 up-regulated and 86 down-regulated; and 370 DEGs were identified in the DVC vs. SVC comparison, with 309 up-regulated and 61 down-regulated (Figure S1b).

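At SS, 1204 genes were called as DEGs in DSS vs. SSS, 753 up-regulated and 451 down-regulated in heterografts. In DCF vs. SCF there were 407 DEGs, 255 up-regulated and 152 down-regulated. The 142 DEGs in DCD vs. SCD comprised 96 up-regulated and 46 down-regulated genes, and the 181 DEGs in DVC vs. SVC comprised 147 up-regulated and 34 down-regulated genes. With adjusted p below 0.05 and the same fold change threshold, limma called 1045 genes in DSS vs. SSS, 92 in DCF vs. SCF, 10 in DCD vs. SCD, and 53 in DVC vs. SVC.
The alternative that raised these counts most was a pseudocount of 0.1 in place of 1, with which the numbers of DEGs were 2161, 878, 418, and 504 in the order of the stages. The count in DCD vs. SCD was 272 without DCD replicate 1, and the count in DVC vs. SVC was 304 without SVC replicate 2. In DCF vs. SCF the total was 589 and the down-regulated genes 262 without SCF replicate 1, and 313 and 98 without SCF replicate 2. The down-regulated genes in DVC vs. SVC numbered 76 without SVC replicate 2 and 68 without DVC replicate 3. Over all tested genes, heterograft and homograft libraries did not overlap for 30.7% at SS, 22.2% at CF, 9.83% at CD, and 11.9% at VC, and chance gives 10%.
Between SS and CF, 127 genes were called in both comparisons, and 46 of them changed in opposite directions. For the other pairs of stages the numbers in opposite directions were 5 of 63 for SS and CD, 4 of 93 for SS and VC, 11 of 52 for CF and CD, 8 of 73 for CF and VC, and 3 of 41 for CD and VC. Of the DEGs, 1029 were called only in DSS vs. SSS, 260 only in DCF vs. SCF, 68 only in DCD vs. SCD, and 72 only in DVC vs. SVC.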

### 2.4. Pathway Enrichment Analysis at Different Stages of Junction Formation

A Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis was performed to identify the relevant metabolic pathways in which DEGs participated. To study the graft healing process, KEGG pathways enriched with DEGs were examined in the homografts. Among the enriched pathways, the “phenylpropanoid biosynthesis” pathway was identified in three comparisons, which was consistent with the significant role of this metabolic pathway during the grafting process (Figure 3). The “phenylalanine metabolism” pathway was also an important secondary metabolic pathway and was enriched with DEGs in three stages of graft formation. Downstream of this pathway was primarily divided into flavonoid and lignin biosynthesis pathways, which produce phenylpropane metabolites, including coumarins, flavonols, lignin, cork esters, and other benzene compounds (Figure 3a). The “phenylpropanoid biosynthesis” and “plant hormone signal transduction” pathways were particularly enriched in the DCF vs. SCF, DCD vs. SCD, and DVC vs. SVC comparisons (Figure 3b*,*c).

### 2.5. Hormonal Signaling Was Altered in the Healing Process of Graft Unions of Heterografts

Plant hormones are necessary for growth and development. To explore roles of hormone signal transduction in the graft healing process in *Pyrus*, further KEGG pathway enrichment analysis was conducted. Differentially expressed genes were primarily enriched in the auxin and cytokinin signal transduction pathways. Differentially expressed genes involved in auxin signaling included AUX1 and AUX/IAA. The genes were highly expressed in the early stages of homografts, but the expression was low in the later stages of heterografts. 

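Figure 4 labels 17 genes, whose identifiers were read from the picture, where a misread digit is not excluded, and all of them were tested. The study chose these genes on the same libraries, so counts adjusted over the list alone are not independent evidence. In DSS vs. SSS, 10 of the 17 passed an adjusted p of 0.05 in limma when adjusted over the list alone, 7 higher and 3 lower in heterografts, and 7 passed when adjusted over all genes.
The AUX1 gene Pbr033508.2 had an FPKM of 21.2 ± 4.07 (SD, n = 3) in SSS, 19.7 ± 7.24 in SCF, 14.3 ± 5.01 in SCD, and 8.41 ± 2.98 in SVC. In heterografts its FPKM was 10.4 ± 2.93 in DSS, 14.1 ± 3.69 in DCF, 16.6 ± 6.85 in DCD, and 14.6 ± 1.39 in DVC. Its log2 fold change in DSS vs. SSS was -0.97 (SE 0.29, limma adjusted p = 0.0316), short of the threshold. It passed the threshold with a pseudocount of 0.1 (-1.03), without SSS replicate 1 (-1.11), and without DSS replicate 3 (-1.16), and also with voom on recovered reads (-1.04), a test chosen after the results were seen. From SSS to SVC it changed by a log2 fold change of -1.27 (limma adjusted p = 0.00178), and from DSS to DVC by 0.48 (limma adjusted p = 0.206). The interaction of graft type and stage had an adjusted p of 0.0494.
The other AUX1 gene, Pbr029742.1, was higher in DSS, at 3.66 ± 0.536 against 1.53 ± 0.647 in SSS, with a log2 fold change of 0.91 (limma adjusted p = 0.0244). It was called with a pseudocount of 0.1 (1.29), without SSS replicate 2 (1.04), without SSS replicate 3 (1.00), and without DSS replicate 1 (1.01), and with voom (1.33).
The AUX/IAA gene Pbr033492.1 fell in homografts from 8.42 ± 1.83 in SSS to 2.38 ± 1.76 in SCF, 1.07 ± 0.663 in SCD, and 0.609 ± 0.435 in SVC. In heterografts it was 3.40 ± 1.58 in DSS, 6.47 ± 1.98 in DCF, 3.01 ± 0.463 in DCD, and 1.89 ± 1.85 in DVC. It was called as lower in DSS vs. SSS, with a log2 fold change of -1.15, and as higher in DCF vs. SCF, with 1.30, and in DCD vs. SCD, with 1.01. Its limma adjusted p values in these 3 comparisons were 0.0973, 0.199, and 0.84, and its interaction adjusted p was 0.0666. These calls rested on single libraries. At SS the log2 value fell by 1.00 without SSS replicate 2 and by 0.83 without DSS replicate 1, and neither change was called. At CF the log2 fold change was 0.74 without SCF replicate 2. At CD it was 0.71 without SCD replicate 1, 0.95 without DCD replicate 1, and 0.97 without DCD replicate 3. With a pseudocount of 0.1 the gene was not called at SS (-1.39) or at CD (1.63), because its p rose, and upper-quartile scaling took it below the threshold at CD.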

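Figure 4a also labels 2 GH3 and 7 SAUR genes. The GH3 gene Pbr030688.1 had an FPKM of 1.95 ± 0.686 (SD, n = 3) in SSS, 6.35 ± 0.533 in SCF, 6.33 ± 2.18 in SCD, and 3.99 ± 2.00 in SVC, and of 5.77 ± 2.33 in DSS, 2.27 ± 0.194 in DCF, 10.2 ± 7.60 in DCD, and 4.01 ± 1.32 in DVC. It was called as higher in DSS vs. SSS, with a log2 fold change of 1.16 (limma adjusted p = 0.121), and as lower in DCF vs. SCF, with -1.17 (limma adjusted p = 0.288). The interaction adjusted p was 0.173. The call at SS was lost without SSS replicate 2 (1.09), SSS replicate 3 (1.05), DSS replicate 1 (1.12), or DSS replicate 3 (0.92). The call at CF was lost without SCF replicate 2 (-1.15), SCF replicate 3 (-1.13), DCF replicate 1 (-1.16), or DCF replicate 2 (-1.13). In these cases its p rose above 0.05, while the log2 fold change at CF stayed between -1.23 and -1.13 with each library left out. Over the alternatives other than leaving out a library, its limma adjusted p at CF ranged from 0.0320 to 0.410. Both calls were also lost with voom on recovered reads (1.52 at SS, -1.48 at CF), a test chosen after the results were seen.
The GH3 gene Pbr007550.1 fell from 6.20 ± 0.0541 in SSS to 0.481 ± 0.230 in SVC and from 8.22 ± 5.50 in DSS to 0.477 ± 0.0638 in DVC, log2 fold changes of -2.29 and -2.49. Its log2 fold change in DSS vs. SSS was 0.20, and -0.26 without DSS replicate 2.
Among the 7 SAUR genes, 2 were higher and 5 lower in heterografts at SS, 4 higher and 3 lower at CF, and 5 higher and 2 lower both at CD and at VC. At SS the direction of 2 of them rested on single libraries. Pbr018494.1 had a log2 fold change of -0.01, and of 0.23 without SSS replicate 2 and 0.18 without DSS replicate 1. Pbr010681.1 had -0.11, and 0.21 without SSS replicate 1 and 0.06 without DSS replicate 3.
The SAUR gene Pbr009936.1 had an FPKM of 18.2 ± 6.81 in DSS, 1.92 ± 0.982 in DCF, 2.17 ± 1.13 in DCD, and 1.13 ± 0.949 in DVC. Over the 3 libraries of each condition, 191 reads were found in DSS against 1 in SSS, a ratio of 190.0 (95% counting interval 33.7 to 7543). At CF there were 21 reads against 1, a ratio of 20.3 (3.27 to 839.7), and at CD there were 23 against 1, a ratio of 26.2 (4.26 to 1080.1). At VC there were 12 reads against 0, at least 3.87-fold higher with a floor of 3 reads over the 3 libraries. Its interaction adjusted p was 0.000438.
In DCF vs. SCF, Pbr042214.1 was called with a log2 fold change of -1.29, Pbr023263.2 with -1.19, Pbr023262.1 with -1.39, and Pbr010681.1 with 1.18. Without SCF replicate 2 the calls of Pbr042214.1 (-1.04), Pbr023263.2 (-0.82), and Pbr010681.1 (1.00) were lost. Without DCF replicate 1 those of Pbr042214.1 (-1.02) and Pbr010681.1 (0.92) were lost, and without DCF replicate 2 that of Pbr010681.1 (1.00) was lost. A pseudocount of 0.1 also lost the call of Pbr010681.1 (1.78).
In DVC vs. SVC the SAUR gene Pbr040904.2 was called as higher, at an FPKM of 4.29 ± 1.14 against 0.894 ± 0.288 in SVC, with a log2 fold change of 1.47 (limma adjusted p = 0.328, interaction adjusted p = 0.473). With each of the 6 libraries left out in turn the log2 fold change was 1.31 to 1.60.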

The expression of auxin-responsive GH3 and SAUR was delayed in homografts compared with that in homografts (Figure 4a). In cytokinin signal transduction, the expression patterns of cytokinin-related factors type-B ARR were similar to those genes of the auxin signal transduction pathways, and had a high expression at the early stages in the homografts. 

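The type-B ARR gene labelled in Figure 4b, Pbr012127.1, had an FPKM of 77.2 ± 7.10 (SD, n = 3) in SSS, 65.4 ± 5.32 in SCF, 58.8 ± 4.38 in SCD, and 65.7 ± 5.51 in SVC. In heterografts it was 38.7 ± 2.46 in DSS, 62.9 ± 4.54 in DCF, 55.4 ± 5.58 in DCD, and 66.3 ± 1.67 in DVC. The log2 fold change in DSS vs. SSS was -0.98 (SE 0.09, limma adjusted p = 3.45e-07), with each DSS library below each SSS library. It was short of the threshold, and it passed without SSS replicate 1 (-1.05) and without DSS replicate 3 (-1.03). At the later stages the log2 fold change was -0.05 at CF, -0.09 at CD, and 0.02 at VC, and the interaction of graft type and stage had an adjusted p of 9.72e-05. Within heterografts, expression rose from DSS to DCF by a log2 fold change of 0.69 and from DSS to DVC by 0.76. The AHP gene labelled in the same panel, Pbr015522.1, was higher in DSS, at 8.41 ± 2.58 against 2.08 ± 0.682 in SSS (log2 fold change 1.60, limma adjusted p = 0.0166).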

Type-A ARR transcription factors, which negatively regulate the cytokinin signaling pathway, showed the opposite trend in the grafting healing process. 

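Figure 4b labels 3 type-A ARR genes, and all 3 were called as up-regulated in DSS vs. SSS. The FPKM of Pbr024916.1 was 22.4 ± 0.783 (SD, n = 3) in SSS and 46.8 ± 7.58 in DSS, a log2 fold change of 1.02 (SE 0.20, limma adjusted p = 0.0013). For Pbr002919.1 the values were 8.83 ± 1.33 and 19.8 ± 5.87, with a log2 fold change of 1.04 (SE 0.40, limma adjusted p = 0.0881). For Pbr009193.1 they were 11.8 ± 3.09 and 30.4 ± 12.3, with a log2 fold change of 1.25 (SE 0.29, limma adjusted p = 0.00626). Leaving out DSS replicate 1 took all 3 below the fold change threshold, with 0.90 for Pbr024916.1, 0.90 for Pbr002919.1, and 0.95 for Pbr009193.1. The call of Pbr024916.1 was also lost without SSS replicate 2 (1.00 after rounding), and that of Pbr002919.1 without SSS replicate 3 (0.94) and without DSS replicate 3 (0.93). The call of Pbr002919.1 was also lost with voom on recovered reads (1.11), a test chosen after the results were seen.
In homografts the 3 genes rose from SS to CF and CD. From SSS to SCF the log2 fold change was 0.67 for Pbr024916.1, 1.13 for Pbr002919.1, and 1.38 for Pbr009193.1. From SSS to SCD it was 0.75 for Pbr024916.1, 1.72 for Pbr002919.1, and 1.90 for Pbr009193.1. From SSS to SVC it was 0.75 for Pbr024916.1, -0.39 for Pbr002919.1, and 1.64 for Pbr009193.1. At VC, Pbr002919.1 was called as higher in heterografts (1.19, limma adjusted p = 0.436), but not without SVC replicate 1 (0.80). The interaction of graft type and stage had an adjusted p of 0.0384 for Pbr024916.1, 0.0826 for Pbr002919.1, and 0.101 for Pbr009193.1.

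**Figure D2:**
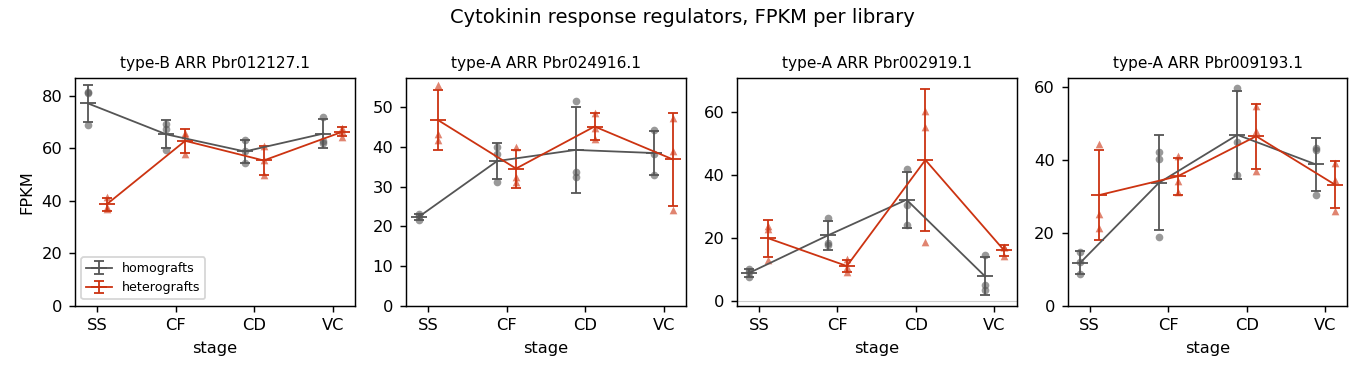
FPKM of the type-B ARR gene and the 3 type-A ARR genes at each stage in homografts and heterografts, with points for libraries and the mean ± SD of 3 libraries. At SS the type-B gene was lower and the 3 type-A genes were higher in heterografts than in homografts.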

(Figure 4b).

### 2.6. Lignin Biosynthesis in Graft Healing Process

Lignin biosynthesis is important in forming the vascular bundle, and successful grafting in plants requires a functional vascular system between the scion and rootstock. Phenylalanine was successively catalyzed by phenylalanine ammonia-lyase (PAL), 4-coumarate−CoA ligase (4CL), cinnamoyl-CoA reductase (CCR), cinnamyl-alcohol dehydrogenase (CAD), and lignin peroxidase (POD) to form lignin. In this study, DEGs encoding enzymes in the general phenylpropanoid pathway were identified. As shown in Figure 5, the DEGs in the lignin biosynthesis pathway included one gene encoding Pb4CL, four encoding *PbCCR*, and five encoding *PbCAD*. 

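The heat maps of Figure 5 label 1 gene as 4CL, 4 as CAD, and 5 as POD, with identifiers read from the picture, where a misread digit is not excluded. The POD genes Pbr000438.1 and Pbr022808.1 were too low to be tested, with 0 to 17 and 0 to 13 reads per library. Of the other 8 genes, 3 were called as up-regulated and 1 as down-regulated in DSS vs. SSS. The 4CL gene Pbr026213.1 had an FPKM of 2.57 ± 2.40 (SD, n = 3) in SSS and 14.7 ± 6.58 in DSS, with a log2 fold change of 2.23 (SE 0.56, limma adjusted p = 0.0103). Of the CAD genes, Pbr004676.1 went from 4.15 ± 2.59 to 13.5 ± 5.08 (log2 fold change 1.54, limma adjusted p = 0.00198). The CAD gene Pbr026289.1 went from 6.26 ± 3.42 to 16.9 ± 5.98 (log2 fold change 1.36, limma adjusted p = 0.0127). The POD gene Pbr000691.1 was lower in DSS, at 14.7 ± 3.89 against 73.5 ± 8.12 in SSS (log2 fold change -2.27, SE 0.21, limma adjusted p = 2.79e-07). The remaining log2 fold changes were 0.93 for CAD Pbr003617.1, -0.47 for CAD Pbr005802.1, 0.62 for POD Pbr030045.1, and 0.20 for POD Pbr013214.1. Without DSS replicate 2, Pbr003617.1 was also called (1.18), and with a pseudocount of 0.1, Pbr030045.1 was also called (1.16).
The study chose these genes on the same libraries, so counts adjusted over the list alone are not independent evidence. In DSS vs. SSS, 4 of the 8 passed an adjusted p of 0.05 adjusted over the list alone, and 4 adjusted over all genes. In DCF vs. SCF, 3 passed adjusted over the list alone and 1 adjusted over all genes.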

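Of the 8 tested genes labelled as 4CL, CAD, or POD, 6 were higher and 2 lower in heterografts than in homografts at SS, and 2 were higher and 6 lower at CF. At CD, 2 were higher and 6 lower, and at VC all 8 were higher.
Over the homograft stages, Pbr026213.1 was 2.57 in SSS, 5.02 ± 0.701 in SCF, 8.37 ± 4.40 in SCD, and 3.52 ± 1.03 in SVC. In heterografts it fell from DSS to 2.09 ± 0.168 in DCF, a log2 fold change of -2.24, and was 15.0 ± 11.4 in DCD. The interaction of graft type and stage had an adjusted p of 0.0778 for this gene. Expression of Pbr003617.1 rose in homografts from 32.6 ± 3.63 in SSS to 116 ± 45.2 in SCF, and in heterografts it went from 64.5 ± 18.3 in DSS to 55.1 ± 0.697 in DCF (interaction adjusted p = 0.154). The POD gene Pbr030045.1 rose in homografts from SSS to SCF by a log2 fold change of 1.68 and changed in heterografts from DSS to DCF by -0.20. Its log2 fold change in DCF vs. SCF was -1.26 (limma adjusted p = 0.093), and its interaction adjusted p was 0.0411.
The POD gene Pbr000691.1 reached 89.4 ± 1.84 in DCF, against 94.3 ± 10.2 in SCF, after a rise from DSS by a log2 fold change of 2.55 (interaction adjusted p = 2.72e-05). The CAD gene Pbr026289.1 was also higher in DCF vs. SCF, with a log2 fold change of 2.24 (limma adjusted p = 0.00506, interaction adjusted p = 0.0197). For Pbr004676.1 the interaction adjusted p was 0.0348. The CAD gene Pbr005802.1 was called as higher in DCF vs. SCF (1.00, interaction adjusted p = 0.0343), and the call was lost without SCF replicate 2 (0.88), SCF replicate 3 (0.98), or DCF replicate 2 (0.64).

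**Figure D3:**
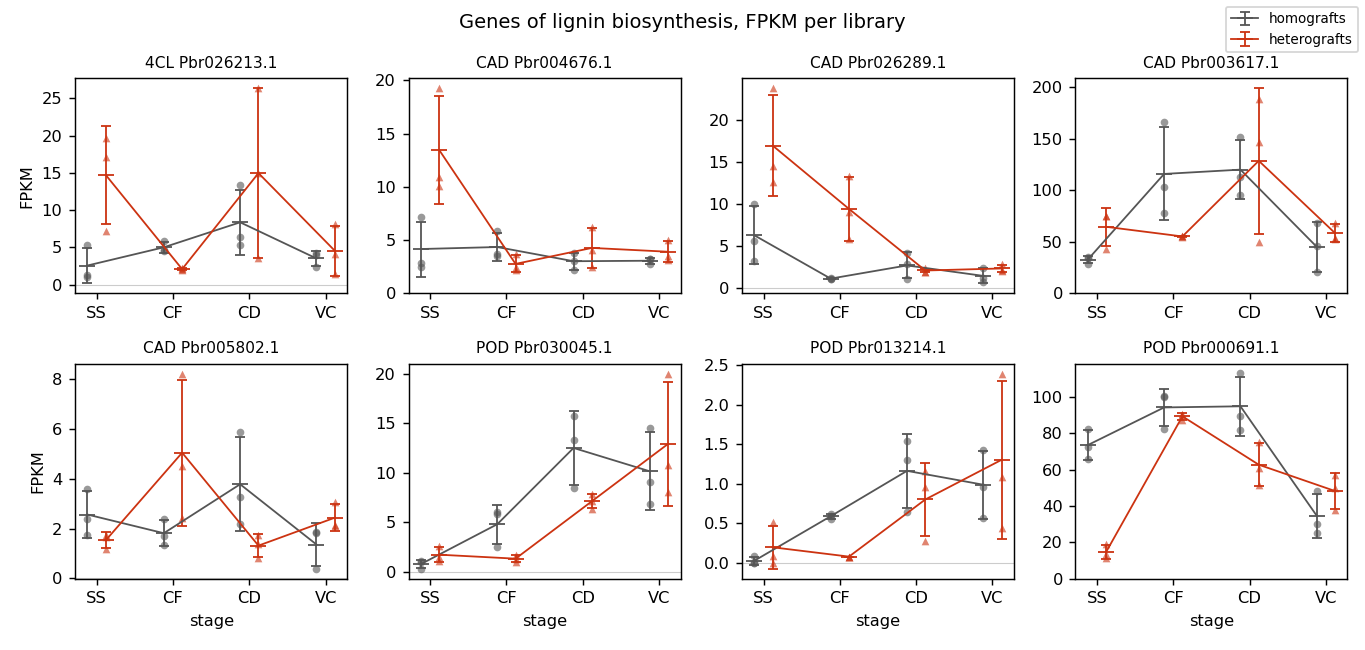
FPKM of the 8 tested lignin biosynthesis genes at each stage in homografts and heterografts, with points for libraries and the mean ± SD of 3 libraries. At SS, 6 of the 8 genes were higher in heterografts, and at CF, 2 of the 8 were.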

The expression of DEGs tended to increase during the graft healing process and indicated that more genes might have roles in the early stages of healing in the homografts than in the heterografts.

### 2.7. Activity of β−Glucosidase Was Higher in Heterografts than in Homografts

On the basis of shared DEGs in roots in the comparisons of SSS vs. DSS, SCF vs. DCF, SCD vs. DCD, and SVC vs. DVC, 40 genes were influenced by heterografts in the graft healing process, compared with homografts (Figure 6a). 

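The 4 lists of DEGs shared 33 genes, and all 33 were up-regulated in heterografts in each comparison. At the adjusted p threshold, limma called 10 genes in all 4 comparisons. With a pseudocount of 0.1, 62 genes were shared, of which 61 were up-regulated in all 4 comparisons, and 32 of the 33 were among them. Without DCD replicate 1, 33 genes were shared, of which 29 were up-regulated in all 4 comparisons, and 26 of the original 33 were among the shared genes.
For 29 of the original 33 genes, heterograft libraries did not overlap homograft libraries at any of the 4 stages. The original 33 were selected on the same libraries, so this count is not independent evidence. Over all tested genes, 69 were higher in heterografts without overlap at all 4 stages and 9 were lower, where chance gives 10% at a single stage and 0.168 genes in each direction at all 4. The median number of reads of the 33 genes was 12 over the 12 homograft libraries (0 to 1993) and 343 over the 12 heterograft libraries (66 to 5904). Of the 33 genes, 7 had 0 reads in all 12 homograft libraries, and 15 had 0 reads in at least 10 of them. The interaction of graft type and stage had an adjusted p below 0.05 for 3 of the 33.
Of the shared genes without overlap, Pbr042711.1 and Pbr005925.1 had the highest mean log2 fold changes, and both had 0 reads in the 12 homograft libraries. With a floor of 3 reads over the 3 homograft libraries of a stage, Pbr042711.1 was at least 43.4-fold higher in DSS (131 reads), at least 23.2-fold in DCF (72 reads), at least 11.4-fold in DCD (30 reads), and at least 24.2-fold in DVC (75 reads). Pbr005925.1 was at least 27.5-fold higher in DSS (83 reads), at least 20.0-fold in DCF (62 reads), at least 10.6-fold in DCD (28 reads), and at least 16.1-fold in DVC (50 reads). QAUP-1 tissue was present only in the heterograft samples, and the reads do not tell scion from rootstock transcripts.

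**Figure D4:**
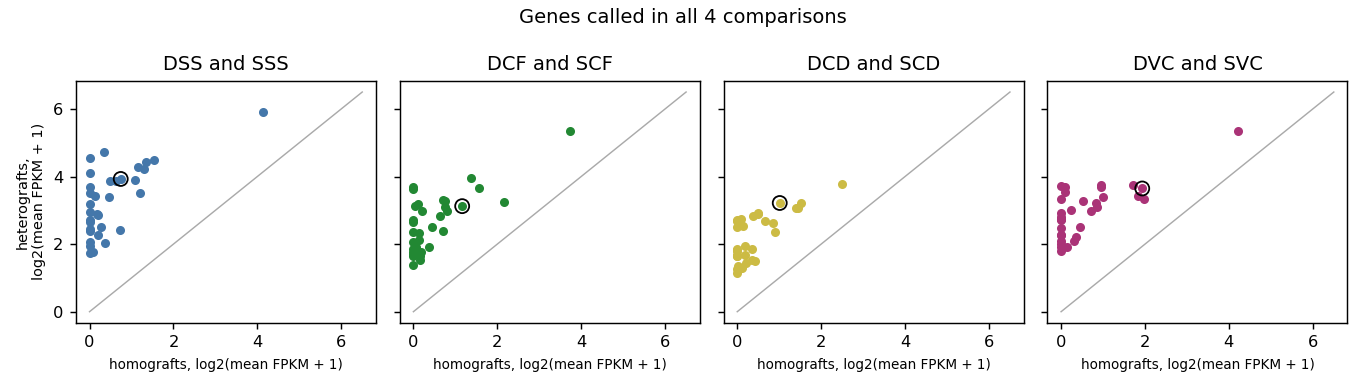
Log2 of the mean FPKM plus 1 of the 33 shared DEGs at each stage, with homografts on the x axis, heterografts on the y axis, and each point a gene. All 33 genes lie above the line of equal expression at all 4 stages, and PbBglu13 is ringed.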

The KEGG enrichment analysis indicated that 10 pathways were the most significantly enriched in 40 DEGs, including the “starch and sucrose metabolism” pathway (Figure 6a), which might help explain differences in the healing process between homografts and heterografts. A gene encoding β−glucosidase, PbBglu13, was more highly up-regulated in heterografts than in homografts in the healing process (Figure 6b). 

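Table S1 gives the identifier of PbBglu13 as Pbr042200.2. Figure 6b shows its expression by qPCR, and the RNA-seq values of the same gene were as follows. Its FPKM was 0.674 ± 0.668 (SD, n = 3) in SSS, 1.24 ± 0.631 in SCF, 1.02 ± 0.538 in SCD, and 2.82 ± 2.22 in SVC. In heterografts it was 14.2 ± 7.45 in DSS, 7.71 ± 4.02 in DCF, 8.30 ± 1.03 in DCD, and 11.5 ± 6.27 in DVC. The log2 fold change was 3.11 in DSS vs. SSS (SE 0.52, limma adjusted p = 0.000356) and 1.86 in DCF vs. SCF (limma adjusted p = 0.115). It was 2.23 in DCD vs. SCD (limma adjusted p = 0.262) and 1.83 in DVC vs. SVC (limma adjusted p = 0.281). The gene was called as up-regulated in all 4 comparisons at the unadjusted threshold, and only in DSS vs. SSS at the adjusted one.
Over the 3 libraries of each condition there were 562 reads in DSS against 26 in SSS, a ratio of 21.5 after scaling for library size (95% counting interval 14.5 to 33.2). There were 320 reads in DCF against 49 in SCF, a ratio of 6.31 (4.66 to 8.71). The 326 reads in DCD against 46 in SCD gave a ratio of 8.08 (5.92 to 11.3), and the 472 reads in DVC against 115 in SVC gave a ratio of 3.97 (3.24 to 4.92). Each heterograft library was above each homograft library of its stage, with an exact p of 0.1 per stage, the smallest possible. The study chose the gene on the same libraries, so this separation is not independent evidence. Scion and rootstock transcripts of the gene were not separated, and QAUP-1 tissue was present only in heterografts. The interaction of graft type and stage had an adjusted p of 0.61, so that a change of the difference between stages was not detected.
With each library left out in turn, the log2 fold change stayed between 2.78 and 3.62 at SS, 1.58 and 2.33 at CF, 2.10 and 2.44 at CD, and 1.20 (without SVC replicate 2) and 2.23 at VC. The paper proposes the transformation of sugar and cellulose as a reason for the effect of β-glucosidase on the connection of vascular bundles.

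**Figure D5:**
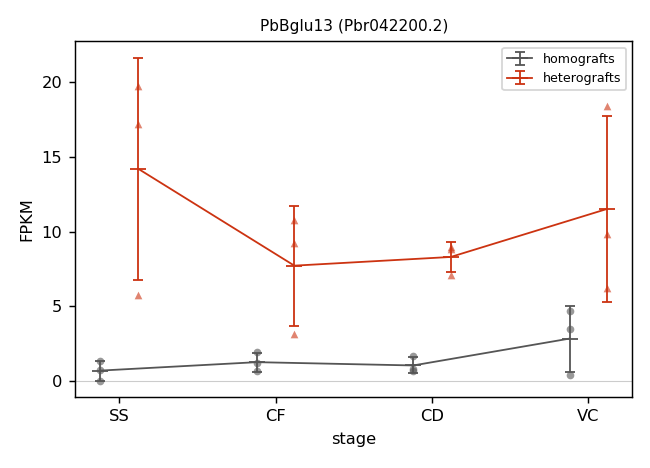
FPKM of PbBglu13 at each stage in homografts and heterografts, with points for libraries and the mean ± SD of 3 libraries. At each stage the 3 heterograft libraries lie above the 3 homograft libraries.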

The highest activity of β−glucosidase was in the stage CF in heterografts, and activity was significantly higher in stage CF, CD, and VC in heterografts than in homografts (Figure 6c). After β-glucosidase treatment, vascular bundle connection was completed at the 10 DAG, which was significantly earlier than that in the untreated group (Figure 6d). To study the possible role of sugar metabolism in graft healing of two combinations, we analyzed DEGs enriched in the “starch and sucrose metabolism” pathway. Those DEGs were encoding trehalose 6−phosphate phosphatase (ostB), β−glucosidase (Bglu), invertase (Inv), β−amylase (Bmy), endoglucanase (Eglu), glycogen phosphoylase (Pyg), and sucrose synthase (Sus). 

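Figure 7 labels 5 genes as ostB, 2 as Bmy, 1 as Sus, and 1 as Pyg, with identifiers read from the picture, where a misread digit is not excluded. The ostB genes Pbr017514.1 and Pbr039508.1 were too low to be tested, with 2 to 21 and 2 to 29 reads per library. Of the other 7 genes, 4 were higher and 3 lower in heterografts than in homografts at SS. At CF and at CD, 5 were higher and 2 lower, and at VC, 2 were higher and 5 lower. Over the 28 values of the 4 comparisons, 16 were higher and 12 lower in heterografts, and the 3 DEGs among them were all at SS.
The Bmy gene Pbr014538.1 had an FPKM of 0.983 ± 0.154 (SD, n = 3) in SSS and 5.81 ± 0.502 in DSS, with a log2 fold change of 1.78 (SE 0.17, limma adjusted p = 4.13e-07). For the Bmy gene Pbr005419.1 the values were 15.0 ± 2.84 and 37.9 ± 5.49, with a log2 fold change of 1.29 (limma adjusted p = 2.48e-05). Their interaction adjusted p values were 2.38e-05 and 0.0022. The Pyg gene Pbr028003.1 was lower in DSS, at 14.7 ± 0.871 against 46.8 ± 5.38 in SSS (log2 fold change -1.60, SE 0.12, limma adjusted p = 2.7e-08). Its log2 fold change was 0.18 at CF, -0.15 at CD, and -0.10 at VC (interaction adjusted p = 5.45e-06). The Sus gene Pbr028302.1 went from 2.44 ± 0.713 in SSS to 1.14 ± 0.577 in DSS, a log2 fold change of -0.70 (limma adjusted p = 0.0768), and it was called with a pseudocount of 0.1 (-1.12) and with voom on recovered reads (-1.19), a test chosen after the results were seen. The log2 fold changes of the ostB genes in DSS vs. SSS were 0.63 for Pbr012737.1, 0.11 for Pbr010793.1, and -0.89 for Pbr016047.1. The call of Pbr016047.1 as lower was made with a pseudocount of 0.1 (-1.05), without SSS replicate 2 (-1.06), and without DSS replicate 2 (-1.10), and with voom (-1.05).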

Most of the DEGs encoding ostB, Bmy, Sus, and Pyg were highly expressed in the healing process of heterografts compared with homografts (Figure 7). There were a few genes that were up-regulated in the early stages in homgrafts compared with in heterografts (Figure 7). 

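Of the 13 tested genes labelled in Figure 7, 9 were higher in heterografts and 4 were higher in homografts at SS. The 4 were Pbr028003.1, Pbr028302.1, Pbr016047.1, and the Eglu gene Pbr008024.1, of which Pbr028003.1 was called. The FPKM of Pbr008024.1 was 1.30 ± 0.300 (SD, n = 3) in SSS and 0.470 ± 0.215 in DSS, with a log2 fold change of -0.65 (limma adjusted p = 0.048), and with a pseudocount of 0.1 it was called (-1.36), as with voom on recovered reads (-1.50), a test chosen after the results were seen. At CF, 8 of the 13 were higher in heterografts and 5 lower, at CD 9 and 4, and at VC 7 and 6. At SS, 8 of the 13 genes passed an adjusted p of 0.05 adjusted over the list alone, 4 of them higher and 4 lower in heterografts, and 7 passed adjusted over all genes. The study chose the list on the same libraries, so the first count is not independent evidence.
The Inv gene Pbr015752.1 was called as higher in DSS, at 7.12 ± 2.51 against 2.62 ± 0.403 in SSS (log2 fold change 1.12, limma adjusted p = 0.00718), and the call was lost without DSS replicate 3 (0.93). In DCF vs. SCF its log2 fold change was -0.88 (interaction adjusted p = 0.0145). The Inv gene Pbr012738.1 had a log2 fold change of 0.95 in DSS vs. SSS and was called with a pseudocount of 0.1 (1.16), without SSS replicate 2 (1.10), and without DSS replicate 2 (1.26), and with voom (1.17).
Of the Bglu genes, Pbr031190.1 was called as higher in DCF vs. SCF, at 20.2 ± 7.93 against 3.10 ± 0.879 (log2 fold change 2.33, limma adjusted p = 0.0402). At SS its log2 fold change was 0.93, and it was called without SSS replicate 2 (1.45) and with voom (1.01). The Bglu gene Pbr020853.1 was called as lower in DCF vs. SCF (-1.59) and as higher in DVC vs. SVC (1.83). The call at CF was lost without SCF replicate 2 (-1.38) and the call at VC without SVC replicate 1 (1.38). For Pbr027987.1 the log2 fold change in DSS vs. SSS was 0.23. The interaction adjusted p was 0.0944 for Pbr031190.1, 0.0935 for Pbr020853.1, and 0.262 for Pbr027987.1.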

## 3. Discussion

Grafting technology has a long history in pear production. Graft healing is a complex development process that is affected by many factors, including the temperature, humidity, grafting method, and genotype. Suitable environment and grafting methods could improve the grafting survival rate to a certain extent [38,39], but the genotypes of the scion and rootstock were the key factor affecting the graft healing and incompatibility. In this study, the heterografts and the homografts were used as a model system to study the difference between compatible and incompatible combinations. Graft junctions showed greater swelling after one year in heterografts than in homografts (Figure 1a). Calcium is an important element in plant growth and development, and it affects cell wall formation by regulating lignin and other secondary metabolites [40]. The calcium content in the stems at the grafting junction was higher in the homografts than in heterografts, suggesting grafting junctions were abnormal in the heterografts. Micrografting protocols have been used widely in plants to study signal transduction and material communication in grafted plants [31,41]. In this study, a micrografting technique was used to investigate the healing process in homogeneous and heterogeneous grafting combinations. Anatomical observations and the binding force of scions and rootstocks indicated the process of the grafting union was different between the two combinations (Figure 1a). To identify differences at the molecular level, transcriptome analysis was conducted to compare the DEGs in four critical stages of graft union development in homografts and heterografts.

Plant hormones are likely required for graft union formation. In this study, hormone-related genes were primarily enriched in auxin and cytokinin signal pathways. Auxin is involved in vascular formation [24], and the expression of DEGs associated with the auxin pathway is high 2 h after grafting in litchi [20], which indicates that IAA has a role in the early stage of graft healing. In this study, a gene encoding an auxin influx carrier had a high level of expression beginning in stage SS in the homografts, whereas in heterografts, the expression level of the gene was high beginning in stage CF. In addition, the expression of auxin-responsive genes (*AUX/IAA*, *GH3*, and *SUAR*) was up-regulated in later stages of graft healing in heterografts compared with that in homografts, with only a few of the genes highly expressed at stages SS and CF in the homografts. This result demonstrated that activation of the IAA hormone signal might be faster in homografts than in heterografts. Cytokinins are associated with cell division, including cambium cell division [42,43,44,45]. Cytokinin signals are mediated via a two-component regulatory pathway that activates type-B ARR and type-A ARR transcription factors, which negatively regulate the cytokinin signaling pathway [46]. In this study, one gene encoding type-B ARR was more highly expressed after grafting, beginning in stage SS in homografts; however, the same was not observed in heterografts. In addition, the expression of type-A ARRs increased significantly during late graft stages in homografts; however, the expression level in the incompatible combination showed high trends. These results indicated that the expression of auxin and cytokinin signals was faster in the homografts than in the heterografts.

Lignin is a primary component of secondary cell walls and is important in the formation of vascular bundles [26,27]. The genes *4CL*, *CAD*, and *POD* encode key enzymes in lignin biosynthesis [19,47], and in previous studies, the up-regulated expression of those genes promoted lignin synthesis. In the graft healing process of *Litchi chinensis*, *Carya cathayensis*, and *Prunus*, the gene expression patterns are similar [19,26,47]. In the homografts in this study, the expression of *Pb4CL*, *PbCAD*s, and *PbPOD*s was up-regulated after grafting. However, in heterografts, the expression of the genes was delayed compared with that in the homografts, which might lead to abnormal formation of vascular tissue. Cellulose is also a major component of plant cell walls and is responsible for oriented cell elongation during growth and development [48]. The gene *PbBglu13* is involved in β-glucosidase synthesis, which is a cellulase that produces glucose by decomposing cellobiose, a hydrolysate of cellulose glucanase [9,49,50]. The expression of *PbBglu13* was higher in heterografts than in homografts in the process of the grafting junction (Figure 6b). The activity of β-glucosidase was higher in homografts than heterografts (Figure 6c). Interestingly, β-glucosidase promotes the connection of vascular bundles, which may be because the heterojunction promotes the transformation process of sugar and cellulose, and finally leads to healing. This shows that the conversion of sugar and cellulose plays an important role in the process of heterografts. Meanwhile, we analyzed the expression pattern of DEGs enriched in the “starch and sucrose metabolism” pathway, and more DEGs were highly expressed in the healing process in heterografts compared with homografts, which indicates that there was a greater accumulation of sugar in heterografts (Figure 7). There has been some research that reported that soluble sugars were accumulated in incompatible graft combinations [51]. In a recently study of pear cultivars grafted on different rootstocks, compared with heterografts, the sugar content was the lowest in homografts [52]. So, the related pathways of sugar metabolism will be the focus of future research.

In conclusion, anatomical observations were used to determine critical stages in the graft healing process in homografts and heterografts. Based on four critical stages, a hypothetical model of graft union development in compatible and incompatible grafts of *Pyrus* was developed (Figure 8). Hormone signals (IAA and cytokinins) respond to the graft healing process and promote cell regeneration and callus induction. In addition, genes associated with lignin biosynthesis promote vascular reconnection between the scion and rootstock. However, in heterografts, the expression of those genes is delayed significantly, which retards the process of graft healing. The gene *PbBglu13*, which regulates cellulose and sugar signals, also affected the process of graft healing. Collectively, the results of this study revealed the physiological and molecular mechanisms underlying the differences in the graft healing process between homografts and heterografts, which will also help to elucidate the mechanisms involved in the graft healing processes of other species.

## 4. Materials and Methods

### 4.1. Plant Materials and Grafting

The pear cultivars used in the grafts were “Qingzhen D1” (*Pyrus communis* L. × *Pyrus bretschneideri* R.) and “QAUP-1” (*Pyrus ussuriensis* Maxim.). In experiment I, one-year-old clonal plants of “Qingzhen D1” and “QAUP-1” planted in the Weifang Regional Experimental Park were used as the scion and rootstock to be grafted by cleft grafting. “Qingzhen D1” and “QAUP-1” were the scions and “Qingzhen D1” was the rootstock. The homograft was “Qingzhen D1” grafted onto “Qingzhen D1”, and the heterograft was “QAUP-1” grafted onto “Qingzhen D1”. In experiment II, the uniform plantlets of “Qingzhen D1” and “QAUP-1” with about 3 cm in length and 2–4 mm in stem diameter were selected and used as the rootstocks and scions, and the grafting combinations and methods were the same as experiment I. A micro-grafting technique was applied in this experiment, and silicon tubing was used to hold the graft partners in position as the graft union was formed, and the grafted plants were grown on 1/2 MS medium with 1.0 mg·L^−1^ 6-BA, 0.3 mg·L^−1^ IBA, 30 g·L^−1^ sucrose, and 7 g·L^−1^ agar in a tissue culture room. The graft unions of plants in experiment II were harvested at 1, 5, 9, and 30 DAG and were immediately transferred to liquid nitrogen before storage at −80 °C until further use. Three biological replicates were performed for each time point. 

### 4.2. Determination of Scion and Rootstock Stems Diameters in Homografts and Heterografts Plants

The scion and rootstock diameters were measured one year after grafting and the plant materials was the same as in experiment I. The stem diameters of the rootstock and scion were measured 4 cm above and below the grafting junction, per 1 cm. The stem diameter ratio was calculated as the stem diameter of different parts of the stem/stem diameter of scion 4 cm above the grafting junction.

### 4.3. Determination of Mineral Elements in Different Parts of Stem in Homografts and Heterografts

The stem samples of experiment I were collected one year after grafting at different locations, which included the grafting junction and 10 cm above and below the grafting junction. Stem samples were dried in a forced-air oven at 85 °C for two weeks and then ground into powder. Samples of 1.0 g were put in digestion tubes, and 10 mL of concentrated nitric acid and 2 mL of concentrated hypochlorous acid were added for digestion. After digestion, the volume was set to 50.00 mL. The contents of the mineral elements were determined with an inductively coupled plasma emission spectrometer (ICP-OES).

### 4.4. Determinations of β-Glucosidase Activity and Binding Force during Graft Healing, and Exogenous β-Glucosidase Treatments

The β-glucosidase content was measured using a β-glucosidase Activity Assay Kit (Cat# BC2560, Solarbio, China, Beijing) following the manufacturer’s protocols. To test the effect of β-glucosidase on grafting, the grafted “QAUP-1”/ “Qingzhen D1” was applied with 5% (*w*/*v*) β-glucosidase at the graft junction. The plants and culture environment was same as experiment II.

### 4.5. Determinations Binding Force during Graft Healing

The binding force between the scion and rootstock at 1, 7, 15, and 30 days after grafting (DAG) was measured using a digital push–pull meter. Binding force was the peak value at the separation of the rootstock and scion. All of the samples were from experiment II.

### 4.6. Paraffin Section Microscopy

All of the samples of experiment II at 1, 5, 9, 25, and 30 DAG were placed in FAA for 1 d and then were dehydrated in an ethanol series (50%, 60%, 70%, 80%, and 95%), with 60 min at each dehydration step. In the last step, samples were placed in 100% ethanol overnight. After decoloration with dimethylbenzene, the samples were embedded in paraffin. The samples were sectioned vertically to 10 μm using a rotary microtome (Leica RM2235, Germany, Wetzlar), and were dewaxed, rehydrated, cleaned, stained with toluidine blue, counterstained with safranin, and then fixed with neutral balata. The sections were examined and photographed using an optical microscope (Leica RM2235).

### 4.7. Library Construction and Transcriptome Sequencing

A total of 1 µg of RNA per sample was prepared for analysis. To generate sequencing libraries, a NEB Next UltraTM RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) was used following the manufacturer’s instructions. Fragments of cDNA 400–500 bp in length were selected, and an AMPure XP system (Beckman Coulter, Beverly, CA, USA) was used to purify the library fragments. cDNA fragments with ligated adaptor molecules on both ends were selectively enriched using an Illumina PCR Primer Cocktail in a 15-cycle PCR reaction. Products were purified (AMPure XP system) and quantified using a Bioanalyzer 2100 system (Agilent, U.S.A, Santa Clara, CA, USA). The sequencing library was sequenced on a NovaSeq 6000 platform (Illumina). Image files of the samples sequenced on the platform were transformed by sequencing platform software into FASTQ format (Raw Data). Cutadapt v1.15 software was used to obtain high-quality sequences (Clean Data) for further analysis. The reference genome was 4. *Pyrus_bretschneideri_*scaffold., which was built by Pear Genome Project and the database version was v1.0. Gene annotation files were downloaded from the genome website. Filtered reads were mapped to the reference genome using HISAT2 v2.0.5. ClusterProfiler 3.4.4 software was used to conduct the KEGG pathway enrichment analysis of DEGs. RNA-seq samples with three biological replicates were collected from graft unions of plantlets harvested at 1, 5, 9, and 30 DAG (Figure 1c). The sequenced raw data in this study were deposited at NCBI (https://www.ncbi.nlm.nih.gov/bioproject/, accessed on 11 December 2021) under accession number GSE190654.

### 4.8. Analysis of Differentially Expressed Genes

HTSeq 0.9.1 statistics were used to compare the read count values of each gene as the original expression of the gene, and then FPKM was used to standardize the expression. Differentially expressed genes were identified in DESeq (1.30.0) according to the following criteria: expression difference multiple |log2 fold change| > 1; significant at *p* < 0.05.

### 4.9. RNA Extraction and Reverse-Transcription Quantitative PCR

The total RNA was extracted and purified using an RNAprep Pure Plant Kit (Tiangen, Beijing, China) according to the manufacturer’s instructions. RNA quality was verified by spectrophotometric measurement on a NanoDrop 2000C instrument (Thermo Fisher Scientific, Waltham, MA, USA). First-strand cDNA was synthesized using a HiScript II first Strand cDNA Synthesis Kit (Vazyme, Beijing, China) according to the manufacturer’s instructions. Reverse-transcription quantitative PCR was conducted using a Roche 480 real-time PCR system (Basil, Switzerland) in standard mode with a FastStart Essential DNA Green Master kit with the following cycling parameters: 95 °C for 5 min and 45 cycles at 95 °C for 15 s, 60 °C for 30 s, and 72 °C for 30 s. All of the reactions were performed in triplicate in a 20-µL volume containing 2 µL of 10-fold diluted cDNA, with the pear Actin gene used as the internal control. All primers are listed in Table S1.

### 4.10. Statistical Analysis

All the data were the average values of at least three replicates and their standard deviations. The statistic significant differences were determined using Student’s *t*-tests. Data were expressed as the mean ± standard deviation (SD) of three biological replicates. TBtools was used to make heat maps [53].

## Figures and Tables

**Figure 1:**
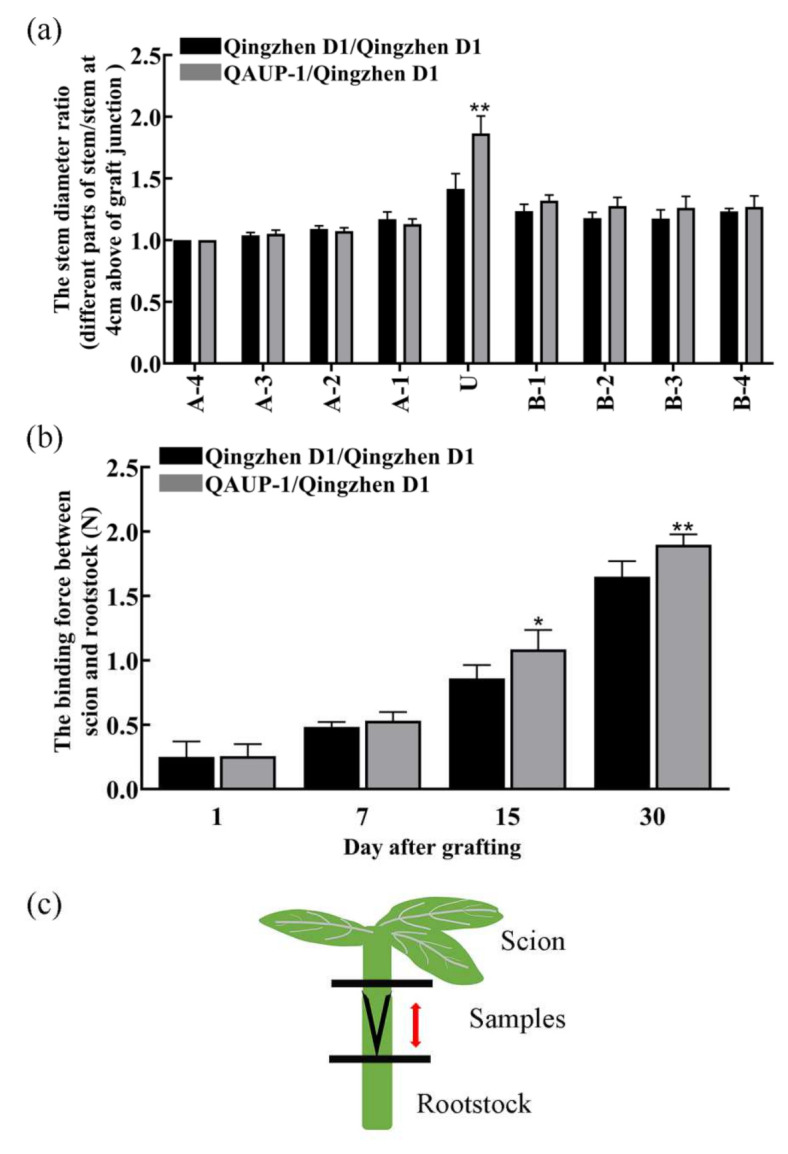
Stem diameter ratio one year after grafting, binding force in the healing process, and sample location in homografts (“Qingzhen D1”/ “Qingzhen D1”) and heterografts (“Qingzhen D1”/”QAUP−1”) of pear. (**a**) Stem diameter ratio (stem diameter of stem part/stem diameter 4 cm above the graft junction) one year after grafting. U: graft junction; A: above graft junction; B: below graft junction. Numbers indicate distance from graft junction in units of 1 cm. (**b**) Binding force in homografts and heterografts at 1, 7, 15, and 30 DAG. Values are the mean ± SE, *n* = 5. Significant differences within a group are expressed as * *p* < 0.05 and ** *p* < 0.01 (Student’s *t*−test). (**c**) Location of samples for RNA sequencing.

**Figure 2:**
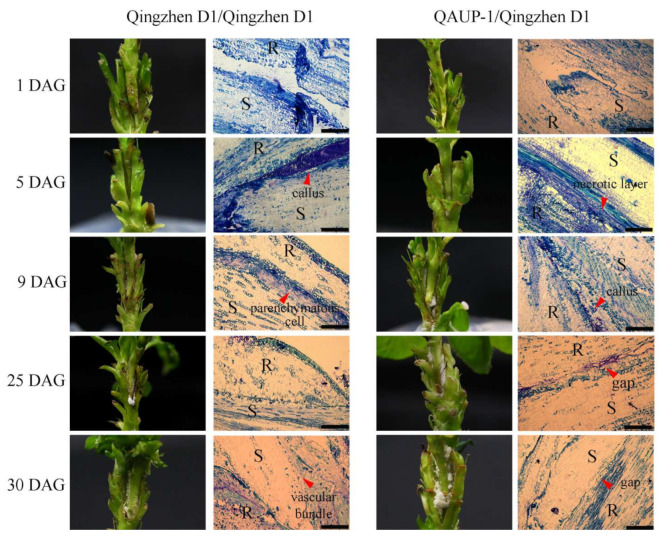
External anatomy (**left**) and histology (**right**) of graft union formation in homografts (“Qingzhen D1”/”Qingzhen D1”) and heterografts (“Qingzhen D1”/”QAUP-1”) of pear. Longitudinal sections of the middle part of graft unions were observed at 1, 5, 9, 25, and 30 days after grafting (DAG) in paraffin sections. S, scion; R, rootstock. Scale bar = 250 μm.

**Figure 3:**
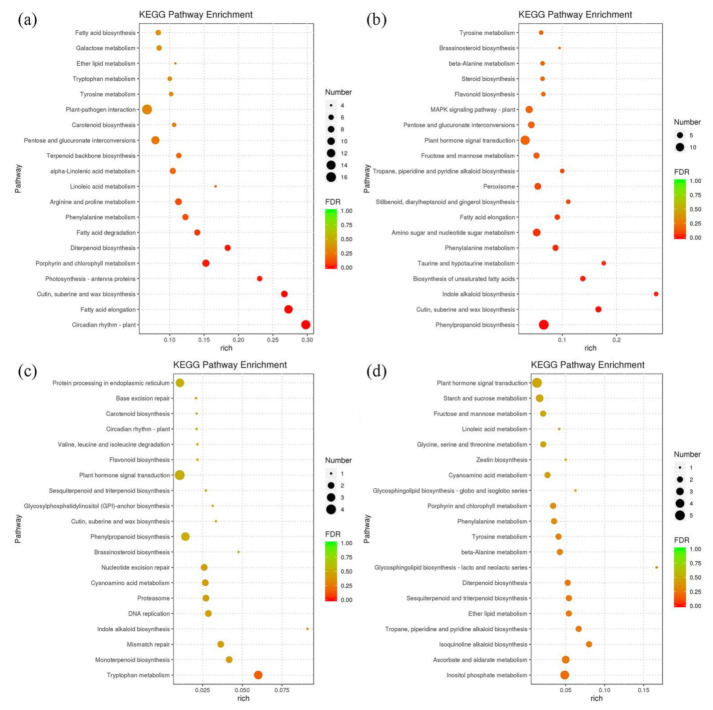
KEGG pathway analysis of differentially expressed genes (DEGs). KEGG terms of DEGs were determined in comparisons of heterografts and homografts at different stages in the graft healing process: (**a**) SSS vs. DSS, (**b**) SCF vs. DCF, (**c**) SCD vs. DCD, and (**d**) SVC vs. DVC.

**Figure 4:**
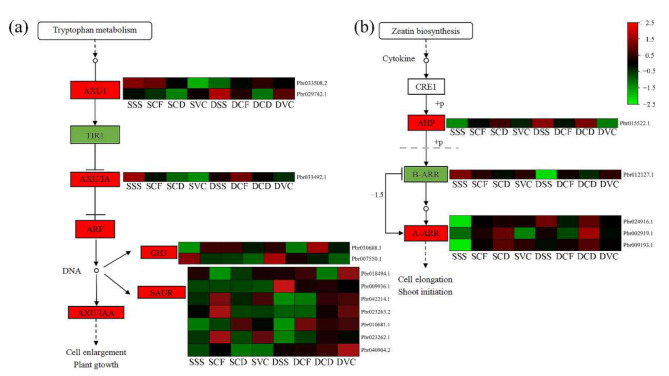
Heat maps of differentially expressed genes involved in phytohormone signaling transduction pathways: (**a**) auxin (AUX); (**b**) cytokinin (CTK). FPKM values are log_2_-based.

**Figure 5:**
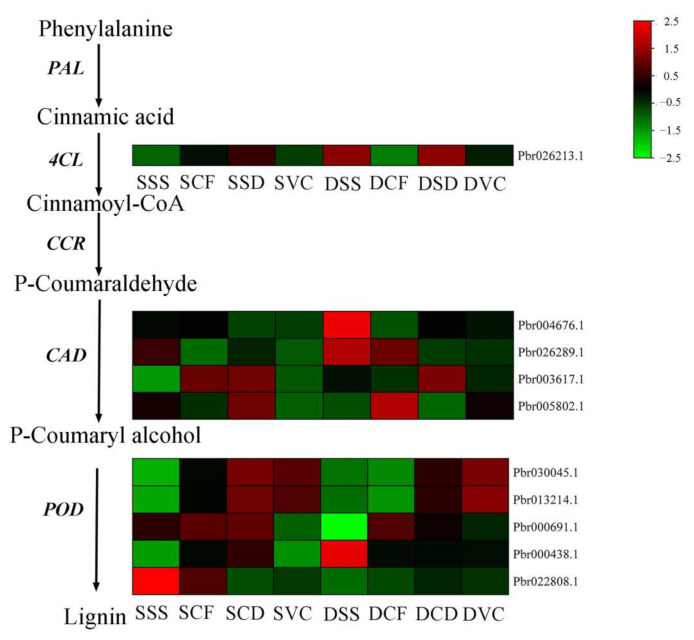
Heat maps of differentially expressed genes (DEGs) involved in phenylpropanoid biosynthesis following the three types of treatment. Heat maps show a transcriptional abundance of DEGs. FPKM values are log_2_-based.

**Figure 6:**
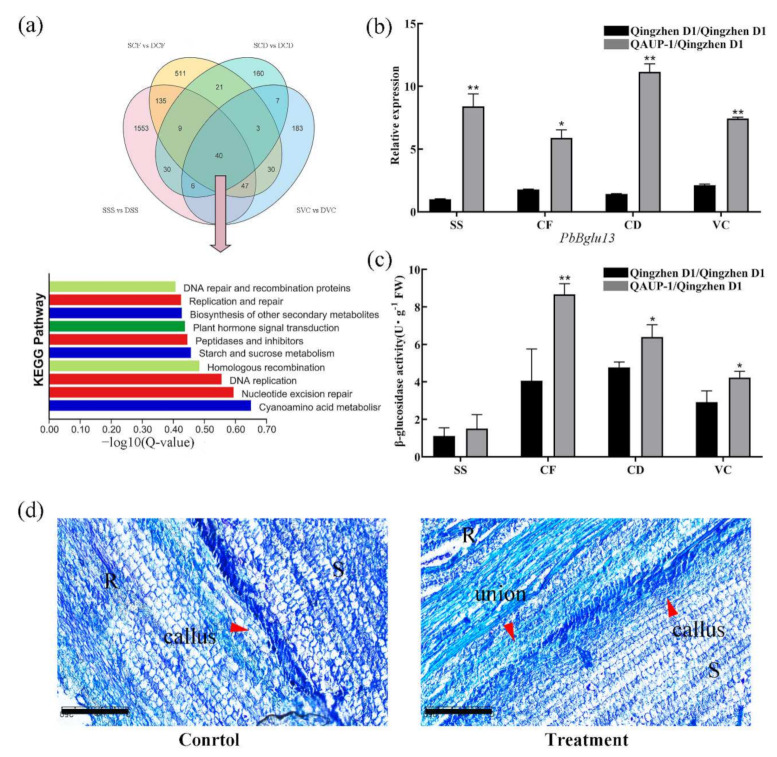
KEGG pathways enriched with differentially expressed genes (DEGs) and expression of a β−glucosidase gene, activity of β-glucosidase in different stages of homografts (“Qingzhen D1”/“Qingzhen D1”) and heterografts (“Qingzhen D1”/”QAUP-1”) of pear, and effect of β−glucosidase on graft union formation. (**a**) Venn diagram of DEGs in SSS vs. DSS, SCF vs. DCF, SCD vs. DCD, and SVC vs. DVC comparisons, as well as the 10 most significantly enriched KEGG pathways based on 40 DEGs. (**b**) Relative expression levels of the *PbBglu 13* gene and (**c**) activity of β-glucosidase in different stages after the grafting of homografts and heterografts. Error bars indicate SE (*n* = 3). Significant differences in expression or activity within a group are expressed as * *p* < 0.05 and ** *p* < 0.01. (**d**) Phenotypic observation of interface healing after β-glucosidase treatment. Scale bar = 250 μm.

**Figure 7:**
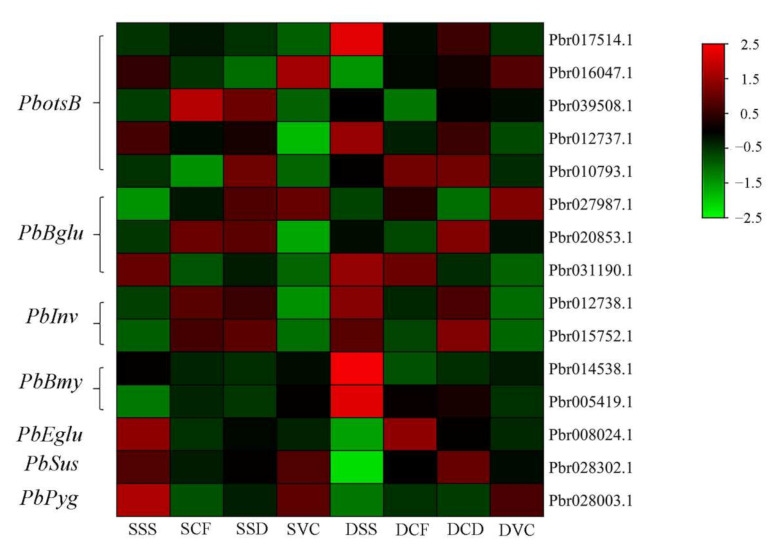
Heat maps of differentially expressed genes involved in the starch and sucrose metabolism pathways. FPKM values are log_2_−based.

**Figure 8:**
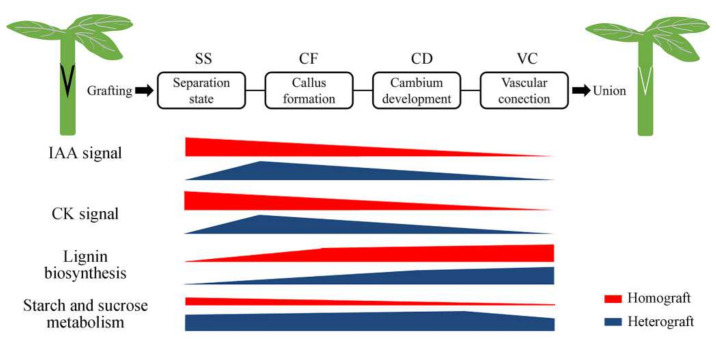
Model of graft union development in compatible and incompatible grafts of *Pyrus*.

**Table 1:** The mineral element content of different stem parts of homografts and heterografts.

		Mineral Elements (mg·kg^−1^)					
		P	K	Mg	S	Ca	N
Above the grafting union	Homografts	629.45	1876.60	401.09	279.36	7422.08	1187.80
	Heterografts	755.16*	2062.01 *	473.18 *	290.96	7781.40	1224.04
At the grafting union	Homografts	825.01	2150.20	525.83	335.20	8255.29	1531.16
	Heterografts	821.81	2157.92	489.49	356.38	7199.10	1303.66
Below the grafting union	Homografts	976.54	2204.77	557.99 **	310.19	9723.24	1531.16
	Heterografts	945.31	2213.95	511.21	327.85 *	10159.86	1303.66

Values are the mean ± SE, *n* = 3. Significant differences within a group are expressed as * *p* < 0.05 and ** *p* < 0.01 (Student’s *t*-test).

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants11050580/s1: Figure S1: RNA-seq data and DEGs in different stages of homografts and heterografts.; Table S1: Oligonucleotide primers used in this study.; Table S2: Offline statistics of every samples.

# Supplementary material for: Comparisons of Anatomical Characteristics and Transcriptomic Differences between Heterografts and Homografts in Pyrus L
**Source:** Plants (Basel). 2022 Feb 22;11(5):580. doi: 10.3390/plants11050580
**Supplement:** Supplementary file 1

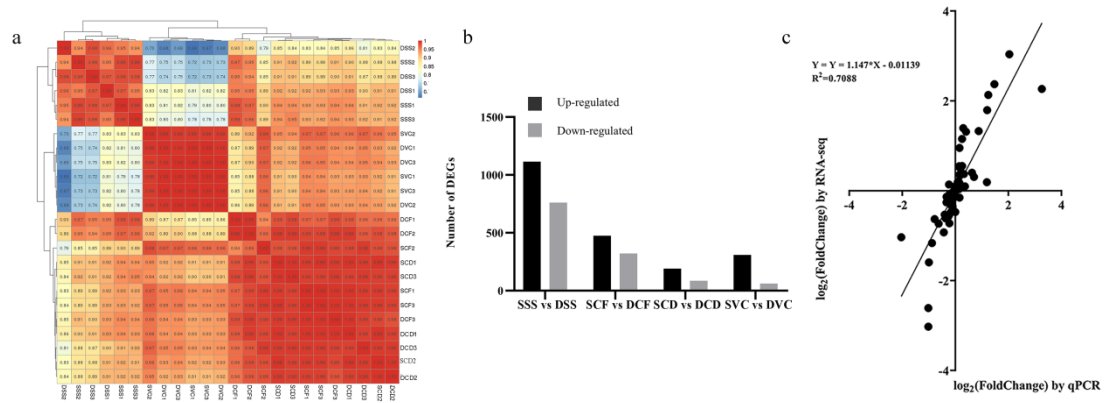

**Fig S1.** RNA-seq data and DEGs in different stages of homografts and heterografts. (a) Hierarchical clustering of 24 samples based on the correlation coefficient ( $r^2$ ) between each sample. SSS, SCF, SCD and SVC are different stages of homografts; DSS, DCF, DCD and DVC are different stages of heterografts. The color panel represents the  $r^2$  values. (b) Statistics of up- and downregulated DEGs for each pairwise comparison. Up- and downregulated DEGs are displayed in dark gray and light gray, respectively. (c) Correlation of expression changes observed by RNA-seq (Y-axis) and qPCR (X-axis).

# Supplementary material for: Comparisons of Anatomical Characteristics and Transcriptomic Differences between Heterografts and Homografts in Pyrus L
**Source:** Plants (Basel). 2022 Feb 22;11(5):580. doi: 10.3390/plants11050580
**Supplement:** Supplementary file 1

Table S1. Oligonucleotide primers used in this study.

| Genes                           | Forward primers (5'-3') | Reverse primers (5'-3')   |
|---------------------------------|-------------------------|---------------------------|
| Pbr003641.1                     | GTTACTCCACCTCCGTCTGC    | AAGTCCGCAAACCTGGCACTA     |
| Pbr015955.1                     | GGGTTGCCACCTTTCGTACT    | TTCAGAGGGATTTTCTGGGGC     |
| Pbr016210.1                     | GTCCCCGGCGGAATCTC       | ACATTCCCCACTCCCTCTCA      |
| Pbr037054.1                     | AACGTGGCACTACCACTCAC    | ACACGACGATGACACCCTTC      |
| Pbr004636.1                     | TCGCAGGCGACCGTG         | ACCAGACCCGAACAAACAGC      |
| Pbr012591.1                     | AGCCCTGGAAAGAGTTCGTG    | ACTTGTGCCTCCTGTTTCGAG     |
| Pbr021785.1                     | AGCTCCAGTGATGGCGAATC    | ACCGATCCTATGGTCATGCG      |
| Pbr035679.1                     | ATAGTTTTGGGAAACAGACCTCA | CCACAGATGTTGGGGTGGAA      |
| Pbr035767.1                     | ACGTGTGGGAGAGCAGATTG    | TTCGCCAGCATGTCTTAGCA      |
| Pbr039935.1                     | CCCAACAAACACTCTGCTGC    | CGGGAAACCGTGGTAATCCA      |
| Pbr016153.1                     | ATGCTGAAAGGTCAGCTCCC    | GTGAAGGATTCTTGGCCCGA      |
| Pbr010535.1                     | CTATGTTCCCATCTGGCGGG    | CCAGATCGGCCTTCTTTGGT      |
| Pbr015152.1                     | CGGGATTATCATCGACGGCA    | TGACAGCATTTGCTGCACAC      |
| Pbr015699.1                     | CGGGTTTGGCTAGGGACATT    | TCTCTGTTTTCACTCTCATTTTCCA |
| Pbr036247.1                     | CGGCCGAGTCAAACACAATC    | GGGTTGGTGATCACATCGGA      |
| Bglu13-Pbr042200.2              | TAACAGCATGTGCATGAGCG    | ATGCATCAGGAGGATTTCGA      |
| <i>ACTIN</i> (Internal control) | CGAAATCGGTAGACGCTACG    | GGGGATAGAGGGACTTGAAC      |

Table S2. Offline statistics of every samples.

| Sample | Raw Data(bp) | Clean Data(bp)         | Q30(bp)                | Total Mapped | Uniquely Mapped |
|--------|--------------|------------------------|------------------------|--------------|-----------------|
| SSS1   | 6333136800   | 5818016400<br>(91.86%) | 5972909388<br>(94.31%) | 77.15        | 89.86           |
| SSS2   | 6608074800   | 6092076000<br>(92.19%) | 6252118229<br>(94.61%) | 76.9         | 89.75           |
| SSS3   | 6161696100   | 5679644700<br>(92.17%) | 5813523993<br>(94.34%) | 76.76        | 89.9            |
| SCF1   | 6204202800   | 5712485100<br>(92.07%) | 5856683482<br>(94.39%) | 76.28        | 89.73           |
| SCF2   | 6502094700   | 5981463300<br>(91.99%) | 6149789384<br>(94.58%) | 75.81        | 89.65           |
| SCF3   | 6903761700   | 6374078400<br>(92.32%) | 6529935843<br>(94.58%) | 76.06        | 89.67           |
| SCD1   | 7665027000   | 7073992800<br>(92.28%) | 7234523101<br>(94.38%) | 76.2         | 89.67           |
| SCD1   | 7489773600   | 6917608500<br>(92.36%) | 7079130068<br>(94.51%) | 76.02        | 89.6            |
| SCD1   | 6766602600   | 6211785600 (91.8%)     | 6414492576<br>(94.79%) | 76.19        | 89.62           |
| SVC1   | 6918927000   | 6369230100<br>(92.05%) | 6565599591<br>(94.89%) | 74.31        | 88.22           |

|      |            |                        |                        |       |       |
|------|------------|------------------------|------------------------|-------|-------|
| SVC2 | 6953560500 | 6414109800<br>(92.24%) | 6577835964<br>(94.59%) | 75.59 | 89.35 |
| SVC3 | 6817350300 | 6283494900<br>(92.16%) | 6423936417<br>(94.22%) | 75.96 | 89.55 |
| DSS1 | 6417945600 | 5864499600<br>(91.37%) | 6087741142<br>(94.85%) | 76.85 | 89.57 |
| DSS2 | 6417737100 | 5922322200<br>(92.28%) | 6076078145<br>(94.67%) | 77.37 | 89.86 |
| DSS3 | 6364395000 | 5875472700<br>(92.31%) | 6033249407<br>(94.79%) | 76.94 | 89.69 |
| DCF1 | 6794866500 | 6249458100<br>(91.97%) | 6430556239<br>(94.63%) | 76.15 | 89.65 |
| DCF2 | 6626759700 | 6104902800<br>(92.12%) | 6248416039<br>(94.29%) | 76.42 | 89.72 |
| DCF3 | 6826981200 | 6273411900<br>(91.89%) | 6457024022<br>(94.58%) | 76.12 | 89.65 |
| DCD1 | 7068651000 | 6531854400 (92.4%)     | 6669972250<br>(94.35%) | 76.24 | 89.65 |
| DCD2 | 6190027500 | 5718126300<br>(92.37%) | 5862400313 (94.7%)     | 76.62 | 89.78 |
| DCD3 | 5866962600 | 5394012000<br>(91.93%) | 5559523244 (94.75)     | 76.26 | 89.72 |
| DVC1 | 6171285600 | 5701008600<br>(92.37%) | 5840311287<br>(94.63%) | 75.67 | 89.52 |
| DVC2 | 7225668600 | 6653327100<br>(92.07%) | 6844742534<br>(94.72%) | 76.09 | 89.4  |
| DVC3 | 7669818000 | 7072310400 (92.2%)     | 7242565580<br>(94.42%) | 75.75 | 89.39 |

---

How the deposited data were processed for this re-analysis (not part of the article)

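RNA was measured by RNA-seq in graft unions of micro-grafted pear plantlets. Homografts (“Qingzhen D1” on “Qingzhen D1”) and heterografts (QAUP-1 scion on “Qingzhen D1” rootstock) were sampled at 1, 5, 9, and 30 DAG, named SS, CF, CD, and VC. Each of the 8 conditions had 3 libraries, 24 in all. Libraries were assigned to conditions from the deposited sample titles, whose graft type and day correspond to the methods. The sample codes of the CD stage are written SSD and DSD, and their titles give 9 days after grafting. The description of the deposited series gives the heterograft in the opposite order, and this does not change the groups.

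The authors trimmed reads with Cutadapt, aligned them to the Pyrus bretschneideri scaffold genome with HISAT2, counted reads per gene with HTSeq, and standardized the counts as FPKM. The deposited values are FPKM, not log2 transformed, for 42812 genes in each of the 24 libraries. No 2 libraries had identical values. Gene lengths, the total used for scaling, and the treatment of reads that align to several places are not given with the deposited values. The log2 scale of the heat maps in Figures 4, 5 and 7 is the authors', and the log2 values given here were calculated from the deposited FPKM values. The values of Table S2 are those of the authors.

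Because FPKM is proportional to a whole number of reads for each gene and library, the worth of 1 read was estimated for each library and gene. Whole reads were recovered for 32966 of 32966 genes above 0 in at least 4 libraries, within a tolerance of 0.02 reads, and the largest deviation was 6.7e-05 reads. A further 2590 genes above 0 in 1 to 3 libraries held 0.00203% of the reads, and 7256 genes were at 0 in all libraries. The implied gene lengths had a median of 1095 bp. Among genes with a mean of more than 100 reads, 100% of the rounded lengths were multiples of 3, as in coding sequences. Reads on genes ranged from 11002387 to 13630152 per library in homografts (median 11879928.5) and from 10374000 to 13372304 in heterografts (median 11725032.5). Counting intervals of ratios of reads are exact, at a level of 95%, and the floor for a condition without reads is 3 reads over its 3 libraries. They cover counting error and not the spread between grafts. After the results were seen, recovered reads were also drawn at random 10 times to the smallest total (10374000) in each library, and the fit was repeated.

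Since the deposited unit is FPKM, the test set for such values was used. Genes with an FPKM of at least 1 in at least 3 libraries (26895) were fitted with limma 3.58.1 in R 4.3.3, on log2(FPKM + 1), with a mean-variance trend, 1 mean for each of the 8 conditions, and no covariate. The spread was estimated from all 24 libraries, with 19.5 residual and prior degrees of freedom. DEGs were called at an absolute log2 fold change above 1 and an unadjusted p below 0.05. The methods give these values for DESeq and do not state whether p was adjusted. Benjamini-Hochberg adjusted p values were calculated over all tested genes of a comparison. The interaction of graft type and stage, and the change with stage within each graft type, were tested with F tests of 3 contrasts in the same model, at an adjusted p below 0.05. All tests were two-sided except those of shares of variance. Single genes were also compared with exact permutation tests, in which 3 libraries against 3 give a p of at least 0.1. Other values were calculated with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1.

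Shares of variance were calculated from sums of squares over the tested genes, with 100000 permutations of the graft type labels within stages, whose smallest possible p is 1e-05. The position of a library between consecutive homograft stages was calculated by projecting it on the axis between their means, with 0 at the earlier and 1 at the later stage and the projected library left out of the axis. Libraries were clustered by 1 − r of log2(FPKM + 1) with average and complete linkage, and by the Euclidean distance of r2 values with and without the log, and 28 combinations of scale, distance, and linkage were run after Figure S1a was seen. Groups of genes found only in one graft type were defined by 0 reads in all 12 libraries of the other.

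The alternatives were upper-quartile scaling, a fit without the trend, no filter on low values, a filter at an FPKM of at least 5 in 3 libraries, a pseudocount of 0.1, an adjusted p threshold, only the 6 libraries compared, the replicate number as a block, and each library left out in turn. For the shares of variance they were FPKM without the log and the 2000 most variable genes, and for the positions, only genes that change with stage in homografts. Voom on the recovered reads, a block with only the 6 CD libraries, and leaving libraries out for shares of variance and positions were chosen after the results were seen. Whether replicate numbers pair homograft and heterograft libraries was checked by correlating the deviations of libraries from their condition means. The mean r was -0.00201 for libraries of the same number and 0.000909 for others. At CD alone the 3 pairs of the same number had r of 0.174, 0.133, and 0.178, above the value of 0.1 set for a pair.

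The model was tested on simulated data with 26562 genes, of which 200 per comparison were changed by a log2 fold change of 2. Of the changed genes that were tested, it recovered 95% in DSS vs. SSS, 91.5% in DCF vs. SCF, 97% in DCD vs. SCD, and 96.0% in DVC vs. SVC, where 199 of the 200 were tested, and it called 86, 59, 89, and 65 unchanged genes. In a separate simulation of 26895 genes, a shift in position of -0.4 was returned as -0.327, and one of 0 as -0.0024.

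Genes were named by a rule set before their values were seen. It takes each gene that the paper names by identifier in Table S1 or in the heat maps of Figures 4, 5 and 7. It adds, among genes called in all 4 comparisons in the same direction and without overlap at any stage, the 2 with the highest and the 2 with the lowest mean log2 fold change. The second part was met by 29 genes, all higher in heterografts, so that only the 2 highest were named. The colours of the heat maps had been seen when the rule was set. Identifiers in the heat maps were read from the pictures by eye, and no other gene annotation was used here. All of them were found in the files, but a misread digit that gives the identifier of another gene is not excluded, so that the values of genes of Figures 4, 5 and 7 rest on this reading. Family names are those of the figures.

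KEGG enrichment was left out because it needs an annotation of pathways, which was not used here. The qPCR values, enzyme activities, and anatomical observations were not analysed here, since the values used were those of RNA-seq.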

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

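The tests of reads per library, of a few genes taking most of the reads, of a delay in heterografts, of more reads in heterograft libraries, of transcripts of the QAUP-1 scion, and of a response that follows healing were chosen only after the results were seen. The other tests below were set out earlier.

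The difference between heterografts and homografts changed with stage for 1671 of the 26895 tested genes (limma interaction test, adjusted p below 0.05). These included 633 of the 1204 DEGs in DSS vs. SSS (52.6%). Across genes, log2 fold changes had a Pearson r of -0.0560 and a Spearman rho of -0.106 between SS and CF, of 0.258 and 0.226 between SS and CD, of 0.174 and 0.107 between SS and VC, of -0.00497 and -0.0698 between CF and CD, of 0.221 and 0.162 between CF and VC, and of 0.176 and 0.125 between CD and VC. Genes are not independent replicates. Of 54 tested genes that the paper names, 19 had an interaction adjusted p below 0.05. The change was largest in size at SS for 16 of the 19 and at CF for 3, and it had opposite directions at SS and CF for 11.

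Among the hormone genes of Figure 4, the interaction adjusted p was 0.0494 for AUX1 Pbr033508.2, 0.000438 for SAUR Pbr009936.1, 9.72e-05 for type-B ARR Pbr012127.1, and 0.0384 for type-A ARR Pbr024916.1. Among the genes of Figure 5 it was 0.0348 for CAD Pbr004676.1, 0.0197 for CAD Pbr026289.1, 0.0343 for CAD Pbr005802.1, 0.0411 for POD Pbr030045.1, and 2.72e-05 for POD Pbr000691.1. Among those of Figure 7 it was 0.0145 for Inv Pbr015752.1, 2.38e-05 for Bmy Pbr014538.1, 0.0022 for Bmy Pbr005419.1, and 5.45e-06 for Pyg Pbr028003.1. Among the qPCR genes of Table S1 it was 2.75e-06 for Pbr003641.1, 0.00767 for Pbr039935.1, 0.00843 for Pbr010535.1, 0.00672 for Pbr015152.1, 0.0118 for Pbr015699.1, and 0.0021 for Pbr036247.1.

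Random assignment of the libraries to graft types within stages argues against chance for the 1671 genes: the real assignment gave the largest count of 100 assignments (1 of 100), and the largest of the others was 1491. A single library was also argued against, since at least 1153 genes passed with any 1 of the 24 libraries left out. Gene length bias would need fold changes that follow coding length, and the Spearman rho across genes was -0.0074 in DSS vs. SSS, -0.00474 in DCF vs. SCF, 0.00954 in DCD vs. SCD, and 0.00428 in DVC vs. SVC. The ratio of mean reads per library, heterograft to homograft, was 1.01 at SS, 1.03 at CF, 0.877 at CD, and 1.03 at VC, with overlapping totals at each stage. With reads drawn at random so that all 24 libraries had equal totals, 1567 to 1612 genes passed over 10 draws, which argues against reads per library. A few genes taking most of the reads is argued against, since the 10 most abundant genes held at most 6.31% of the reads in any library. Their share, heterograft minus homograft, was -0.343 percentage points at SS, 0.550 at CF, -0.129 at CD, and 0.206 at VC. With upper-quartile scaling, 1684 genes passed. A response of the union to the foreign scion that differs between stages remains open and was not tested, as does a difference between the cultivars in their response to wounding.

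The heterograft libraries at CF lay nearer to SSS than the homograft libraries at CF. On the axis from SSS (0) to SCF (1), DCF libraries had a position of 0.639 ± 0.041 and SCF libraries 0.880 ± 0.106 (SD, n = 3 each, exact permutation p = 0.1, the smallest possible). At SS the displacement was in the opposite direction, with 0.436 ± 0.122 in DSS and 0.143 ± 0.0490 in SSS (exact p = 0.1, n = 3 each). The displacement at SS minus that at CF was 0.534 (exact permutation p = 0.005 over 400 relabelings, the smallest they can give). The axis built from the homograft libraries stayed fixed in the relabelings. This p therefore does not cover variation shared by the libraries of one homograft condition. At CD the difference was 0.025 (exact p = 0.8), and at VC it was -0.124 (exact p = 0.4).

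A constant difference between the graft types would move heterograft libraries the same way at both stages, and the positive displacement of 0.293 at SS argues against it, as the opposite sign at CF was beyond the spread between libraries. Reads per library are also argued against, since DCF and SCF differed by a ratio of 1.03 with overlapping totals. A delay in heterografts may place DCF behind SCF, and the displacement of -0.241 at CF has that direction. On the axis from DSS to DCF, however, the homograft libraries were not ahead at CF, with a difference of 0.00343, so that a delay cannot be told apart from other changes. Variation shared by the libraries of one homograft condition, such as a batch, could give the same displacement. On the heterograft axis SSS libraries lay ahead of DSS by 0.409, and this explanation cannot be told apart either, because no batch is stated for the libraries. With 3 libraries per condition neither is decided.

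Reads of 10 genes were found in all 12 heterograft libraries and in none of the 12 homograft libraries (0 reads), and 0 genes were found only in homografts. The paper does not report these genes. With reads in at least 9 of the 12 libraries the numbers were 42 and 0, and with reads in at least 6 they were 87 and 3. Heterograft libraries were above homograft libraries at all 4 stages without overlap for 69 genes and below for 9, and chance gives 0.168 in each direction. Beyond a mean log2 difference of 1 there were 42 higher and 0 lower, and the lowest of the 9 had -0.72. In DCD replicate 1, 163 reads were found on genes chosen as specific to heterografts from the other 3 stages, and SCD libraries had 1, 2, and 3 such reads.

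The 33 DEGs shared by the 4 comparisons were all higher in heterografts. Random assignment of libraries argues against chance, since no other of the assignments drawn reached 33 (1 of 100, the largest other count 2). More reads in heterograft libraries are argued against by a ratio of median reads of 0.987. A candidate explanation is transcripts of the QAUP-1 scion, which only heterografts contain. It needs genes with reads in heterografts alone and none of the opposite kind, and these numbered 10 and 0. QAUP-1 reads that match the reference better cannot be told apart from this, because the paper's share of mapped reads covers all reads and not single genes. Its median over all stages was 0.125 percentage points higher in heterografts, within the range of the libraries. At CD it was 76.24% to 76.62% in heterografts and 76.02% to 76.2% in homografts, without overlap. At SS, CF, and VC the graft types overlapped. A response to heterografting that follows healing would change with stage, and 3 of the 33 genes had an interaction adjusted p below 0.05. The 33 genes were selected for a call in all 4 comparisons, which favours a steady difference, so this count cannot decide on such a response. A steady response cannot be told apart from a difference between the cultivars with a single heterograft combination and no QAUP-1 homograft. Reads shared between paralogs and alleles of QAUP-1 that differ from the reference were not tested.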

How the results depend on the processing

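The alternatives were chosen before the data were examined, except voom on recovered reads, the replicate block with only the 6 CD libraries, and leaving libraries out for the share of variance and the positions. Those tests were chosen after the results were seen.

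For the 17 summary results, 314 values were calculated under the alternatives, of which 295 stayed within the margin set for them. In 4 of the 295 the sign changed, all for the position at CD (0.025), which was -0.00941 without SCF replicate 3, -0.000548 without SCD replicate 2, -0.0272 without SCD replicate 3, and -0.00558 without DCD replicate 2. For single genes that the paper names, or that the naming rule gave, 78 results had 1079 values. Of these, 1004 kept their direction and their side of the threshold, 40 fell below the threshold, 27 rose above it, and 8 reversed.

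With a pseudocount of 0.1 the number of DEGs was 2161 in DSS vs. SSS (1404 up-regulated), 878 in DCF vs. SCF (485), 418 in DCD vs. SCD (289), and 504 in DVC vs. SVC (411), with 62 shared genes. With voom on recovered reads it was 1987 (1260), 823 (469), 404 (289), and 449 (350), with 57 shared genes, of which 56 were up-regulated in all 4. In each of these settings 32 of the 33 shared genes remained shared. For these changes the cause was not tested. With an FPKM of at least 5 in 3 libraries the counts were 86 in DCD vs. SCD and 113 in DVC vs. SVC, where fewer genes were tested. With the adjusted p threshold they were 92 in DCF vs. SCF, 10 in DCD vs. SCD, and 53 in DVC vs. SVC, with 10 shared genes, because the threshold is stricter by construction, and PbBglu13 was not among the 10.

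The share of variance by graft type was 1.35% without the log, with a permutation p of 0.162, and the cause was not tested. With the 2000 most variable genes it was 7.13% (permutation p = 1e-05, the smallest possible). Upper-quartile scaling, no trend, no filter on low values, and only the 6 libraries compared left the 4 counts of DEGs and the shared count within 1.5 times their values. Upper-quartile scaling gave 1222, 414, 142, and 184 DEGs and 33 shared genes, and only the 6 libraries gave 1199, 411, 125, and 178 with 31 shared. PbBglu13 was called in each comparison under each alternative except the adjusted p threshold at CF, CD, and VC. Genes with an interaction numbered 1469 to 1686 over the alternatives other than leaving out a library, and genes changing with stage 11272 to 12609 in homografts and 11666 to 12819 in heterografts.

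With the replicate number as a block in all 24 libraries, the counts were 1200, 404, 141, and 179, with 33 shared genes and 1552 genes with an interaction. The block changed no call of a named gene. With only the 6 CD libraries, where libraries of the same number deviated together, the block gave 138 DEGs in DCD vs. SCD (93 up-regulated).

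With 1 library left out, the number of DEGs was 1224 to 1412 in DSS vs. SSS, 313 to 589 in DCF vs. SCF, 144 to 272 in DCD vs. SCD, and 192 to 304 in DVC vs. SVC, with 31 to 36 shared genes. Without DCD replicate 1, 33 genes were shared, of which 29 were up-regulated in all 4 comparisons, and 26 of the original 33 were among them. The counts of 272 (208 up-regulated) without DCD replicate 1 and of 304 (228 up-regulated) without SVC replicate 2 were over 1.5 times the counts of 142 and 181, and the cause was not tested. Genes with an interaction numbered 1153 to 2294, and genes changing with stage 10713 to 12995 in homografts and 11035 to 13745 in heterografts. The log2 fold change of PbBglu13 stayed between 2.78 and 3.62 at SS, 1.58 and 2.33 at CF, 2.10 and 2.44 at CD, and 1.20 (without SVC replicate 2) and 2.23 at VC. The share of variance by graft type stayed between 5.63% and 6.29%. Positions of heterografts minus homografts were 0.227 to 0.362 at SS, -0.257 to -0.186 at CF, -0.0272 to 0.0629 at CD, and -0.194 to -0.0457 at VC.

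The direction reversed for 4 genes that were not called in DSS vs. SSS, when 1 library was left out. The log2 fold change of GH3 Pbr007550.1 ranged from -0.26 to 0.47 (-0.26 without DSS replicate 2). That of SAUR Pbr018494.1 ranged from -0.21 to 0.23 (0.23 without SSS replicate 2, 0.18 without DSS replicate 1). That of SAUR Pbr010681.1 ranged from -0.35 to 0.21 (0.21 without SSS replicate 1, 0.06 without DSS replicate 3). That of Pbr016210.1 ranged from -0.26 to 0.14 (0.14 without SSS replicate 3, 0.04 without DSS replicate 1, 0.04 without DSS replicate 2). For these the cause was not tested.

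Genes above 0 in 1 to 3 libraries held 0.00203% of the reads. POD Pbr000438.1 and Pbr022808.1 and ostB Pbr017514.1 and Pbr039508.1 were not tested, because they did not reach an FPKM of 1 in 3 libraries.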

Differences from the paper's values

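The numbers of DEGs differed from the paper's by more than 1.5 times in 11 cases. The paper's numbers come from DESeq, and those given here come from limma on log2(FPKM + 1), so the measures are not alike. In DSS vs. SSS, 1204 DEGs were called, where the paper's value is 1874, and 451 were down-regulated, where the paper's value is 760. Among the alternatives chosen before the data were examined, a pseudocount of 0.1 came within 1.5 times of both, with 2161 DEGs and 757 down-regulated. The total was also within 1.5 times without SSS replicate 1 (1298), SSS replicate 3 (1378), DSS replicate 2 (1412), or DSS replicate 3 (1252), and the number of down-regulated genes without SSS replicate 3 (535).

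In DCF vs. SCF, 407 DEGs were called, 255 up-regulated and 152 down-regulated, where the paper's values are 796, 475, and 321. A pseudocount of 0.1 came within 1.5 times of each, with 878, 485, and 393. Without SCF replicate 1 the values were 589, 327, and 262, also within 1.5 times, and without SCF replicate 3 the 320 up-regulated genes were.

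In DCD vs. SCD, 142 DEGs were called, 96 up-regulated and 46 down-regulated, where the paper's values are 276, 190, and 86. A pseudocount of 0.1 overshot the total and the up-regulated genes, with 418 and 289, and came within 1.5 times for the down-regulated genes, with 129. The total was within 1.5 times without SCD replicate 2 (188), SCD replicate 3 (185), DCD replicate 1 (272), or DCD replicate 2 (185). The up-regulated genes were within it without SCD replicate 3 (135), DCD replicate 1 (208), or DCD replicate 2 (132), and the down-regulated genes without SCD replicate 1 (64), SCD replicate 2 (63), or DCD replicate 1 (64).

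In DVC vs. SVC, 181 DEGs were called, 147 up-regulated and 34 down-regulated, where the paper's values are 370, 309, and 61. A pseudocount of 0.1 came within 1.5 times for the total and the up-regulated genes, with 504 and 411, and not for the down-regulated genes, with 93. The total was within 1.5 times without SVC replicate 2 (304), DVC replicate 2 (257), or DVC replicate 3 (264), and the up-regulated genes without SVC replicate 2 (228) or DVC replicate 2 (209). The down-regulated genes were within it without SVC replicate 2 (76), SVC replicate 3 (48), DVC replicate 1 (45), DVC replicate 2 (48), or DVC replicate 3 (68).

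The other alternatives chosen before the data were examined left each of the 11 values more than 1.5 times from the paper's. They were upper-quartile scaling, no trend, no filter on low values, an FPKM of at least 5 in 3 libraries, the adjusted p threshold, only the 6 libraries compared, the replicate block, and the other libraries left out in turn. Voom on recovered reads, which was chosen after the values were seen, gave 1987, 823, 404, and 449 DEGs in the order of the stages. The lists of genes behind the paper's counts are not in the supplementary files, so that the genes in common could not be counted.

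The paper presents the genes of Figures 4, 5 and 7 as DEGs. Of the 38 that were tested, 24 were called in at least 1 of the 4 comparisons and 14 in none. The paper called DEGs in DESeq, and here the same fold change threshold was applied to log2(FPKM + 1). Adding 1 brings ratios of low FPKM values nearer to 1, so the 14 were not shown to be unchanged. A pseudocount of 0.1 called 6 of the 14 in DSS vs. SSS, namely AUX1 Pbr033508.2 (-1.03) and Pbr029742.1 (1.29), ostB Pbr016047.1 (-1.05), Inv Pbr012738.1 (1.16), Eglu Pbr008024.1 (-1.36), and Sus Pbr028302.1 (-1.12), and it lost 3 calls of other genes of these figures. With 1 library left out, 6 of the 14 were called. These were Pbr033508.2 without SSS replicate 1 or DSS replicate 3, Pbr029742.1 without SSS replicate 2, SSS replicate 3, or DSS replicate 1, Pbr016047.1 and Pbr012738.1 each without SSS replicate 2 or DSS replicate 2, type-B ARR Pbr012127.1 without SSS replicate 1 or DSS replicate 3, and CAD Pbr003617.1 without DSS replicate 2. Voom on recovered reads, chosen after the values were seen, called the same 6 genes as the pseudocount of 0.1 and lost 3 calls of genes of these figures. For the genes called in no comparison, alternatives were calculated in DSS vs. SSS only.

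The paper states that heterografts and homografts parted in the first clade of the clustering and that replicates grouped together. In 4 clusterings the first split parted the 6 SS libraries, 3 of each graft type, from the other 18. Replicates formed a clade in 3, 3, 0, and 3 of the 8 conditions. The third of them, with the Euclidean distance of r2 of FPKM and complete linkage, was chosen after several distances and linkages were tried with Figure S1a in view, and its order of libraries is that drawn in Figure S1a, where the first split also parts the SS libraries from the rest. Over 28 combinations of scale, distance, and linkage, also run after the figure was seen, the first split parted the SS libraries in 17 and the graft types in 0.

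The paper states that the auxin genes were expressed highly early in homografts and at a low level late in heterografts. At SS, AUX1 Pbr033508.2 and AUX/IAA Pbr033492.1 were higher in homografts, which has the same direction, while AUX1 Pbr029742.1 was higher in heterografts. At VC all 3 were higher in heterografts than in homografts, with log2 fold changes of 0.77 for Pbr033508.2, 0.67 for Pbr033492.1, and 0.33 for Pbr029742.1. Within heterografts, the log2 fold change from DSS to DVC was -0.75 for Pbr033492.1 and -0.43 for Pbr029742.1, which has the direction of a low late level, and 0.48 for Pbr033508.2 (limma adjusted p = 0.199, 0.202, and 0.206). The Discussion states that AUX/IAA, GH3, and SAUR genes were up-regulated in later stages in heterografts compared with homografts, and the value of AUX/IAA Pbr033492.1 at VC has that direction. The 2 GH3 genes had log2 fold changes of 0.05 and 0.01 at VC, and of the 7 SAUR genes 5 were higher and 2 lower in heterografts. At CD the log2 fold change was 1.01 for AUX/IAA Pbr033492.1 and 0.23 and 0.30 for the GH3 genes, which has the stated direction. Of the 7 SAUR genes, 5 were higher and 2 lower in heterografts at CD as well. At CD and at VC, 0 of the 17 genes of Figure 4 passed an adjusted p of 0.05 in limma over all genes.

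The Results of the paper list the lignin biosynthesis genes of Figure 5 as 4CL, CCR, and CAD, whereas the picture labels 1 gene as 4CL, 4 as CAD, and 5 as POD, and the Discussion names 4CL, CAD, and POD. The paper proposes that more of these genes have roles early in homografts than in heterografts. Of the 8 tested genes, 2 were higher in homografts at SS and 6 were higher in heterografts. At CF, 6 of the 8 were higher in homografts, and this count of signs alone has the direction the paper proposes. Of the 8 genes, 2 were called as higher and 1 as lower in heterografts at CF. CAD Pbr026289.1 alone passed the adjusted p threshold over all genes at CF, and it was higher in heterografts (log2 fold change 2.24).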

Other observations

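The tests of a mislabelled or swapped sample, of a shallow library, and of variation shared by libraries of the same replicate number were chosen only after the results were seen. The tests by other splits of the libraries and of the share of QAUP-1 tissue were set out earlier.

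Each of the 4 comparisons has 3 libraries against 3, which allow 10 splits into groups of 3, so that chance cannot be excluded by this count at any stage. The real split gave the most DEGs in DSS vs. SSS (1 of 10, the largest other count 190) and in DCF vs. SCF (1 of 10, the largest other 98). In DCD vs. SCD, 3 of 10 splits gave as many DEGs as the real one, which is included. The split with DCD replicate 1 grouped with SCD replicates 1 and 3 gave 282, and that with SCD replicates 1 and 2 gave 164. At CD, where libraries of the same number deviated together, 4 of the 10 splits part all 3 pairs, and the real one was the largest of these (142 against 47, 76, and 68). The other 6 splits keep pairs together. In DVC vs. SVC, 2 of 10 splits gave as many as the real one, and the largest other count was 191.

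Genes changing with stage numbered 12652 in homografts and 13006 in heterografts (limma, adjusted p below 0.05). Random assignment of libraries to stages excluded chance for both, since the real assignment was the largest of 100 in homografts (1 of 100, the largest other 7489) and in heterografts (1 of 100, the largest other 7722). From SSS, 1882 genes were called in SCF, 2232 in SCD, and 3069 in SVC. From DSS, 1148 genes were called in DCF, 1757 in DCD, and 2782 in DVC. Whether these numbers differ between graft types was not tested.

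Of the 24 libraries, 3 had their nearest library in the other graft type. DCD replicate 1 was nearest to SCD replicate 1 (r2 of 0.960), DVC replicate 1 to SVC replicate 2 (0.951), and SVC replicate 2 to DVC replicate 2 (0.956). A mislabelled or swapped sample is argued against by reads on the genes found only in heterografts at the other 3 stages. DCD replicate 1 had 163 such reads, where the SCD libraries had 1, 2, and 3. DVC replicate 1 had 282 and SVC replicate 2 had 1, where the other DVC libraries had 172 and 169 and the other SVC libraries had 0 and 1. A shallow library is argued against for DCD replicate 1 by its 12599454 reads on genes, the most of the 3 DCD libraries, and for SVC replicate 2 by its 12127867 reads, the most of the 3 SVC libraries. DVC replicate 1 had the fewest of the 3 DVC libraries (10778541), but its nearest library stayed the same in 10 of 10 random draws of reads to equal totals. In the same draws the nearest library of DCD replicate 1 stayed the same in 10, and that of SVC replicate 2 in 8 and was SVC replicate 1 in the others, so that for SVC replicate 2 the nearest library is not settled. DCD replicate 1 and SCD replicate 1 have the same replicate number, and their deviations from the condition means had an r of 0.174. The other pairs of the same number at CD had an r of 0.133 and 0.178. Pairs of different numbers at CD had an r of -0.154 to -0.0363. SVC replicate 2 and its nearest library, DVC replicate 2, also have the same number, and their r was -0.0568. DVC replicate 1 and SVC replicate 2 have different numbers, and their r was 0.193. For DCD replicate 1, variation shared by libraries of the same replicate number cannot be told apart from other similarity, because no batch is stated. No biological explanation was tested.

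The level of PbBglu13 in heterografts could follow the share of QAUP-1 tissue in the sample. The log2(FPKM + 1) of PbBglu13 in the 12 heterograft libraries was compared with the log2 of the summed level of genes found only in heterografts. With stage means removed, the Pearson r was 0.229 (permutation p = 0.563) and the Spearman rho was 0.238 (permutation p = 0.512). Without the 2 libraries farthest from the median of that level, r was -0.256. Without removing stage means, r was 0.43 (permutation p = 0.164) and rho 0.315 (permutation p = 0.319), and r was 0.642 without the 2 farthest libraries. These are the 2 relations that were calculated, and neither passed before adjustment. With 12 libraries the share of QAUP-1 tissue and other sources of spread cannot be told apart.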
